# Differential responsiveness of Holstein and Angus dermal fibroblasts to LPS challenge occurs without major differences in the methylome

**DOI:** 10.1186/s12864-016-2565-x

**Published:** 2016-03-24

**Authors:** Aimee L. Benjamin, Benjamin B. Green, Brian A. Crooker, Stephanie D. McKay, David E. Kerr

**Keywords:** Innate immunity, DNA methylation, RNA-Seq, MIRA-Seq

## Abstract

**Background:**

We have previously found substantial animal-to-animal and age-dependent variation in the response of Holstein fibroblast cultures challenged with LPS. To expand on this finding, fibroblast cultures were established from dairy (Holstein) and beef (Angus) cattle and challenged with LPS to examine breed-dependent differences in the innate immune response. Global gene expression was measured by RNA-Seq, while an epigenetic basis for expression differences was examined by methylated CpG island recovery assay sequencing (MIRA-Seq) analysis.

**Results:**

The Holstein breed displayed a more robust response to LPS than the Angus breed based on RNA-Seq analysis of cultures challenged with LPS for 0, 2, and 8 h. Several immune-associated genes were expressed at greater levels (FDR < 0.05) in Holstein cultures including *TLR4* at all time points and a number of pro-inflammatory genes such as *IL8, CCL20, CCL5*, and *TNF* following LPS exposure. Despite extensive breed differences in the transcriptome, MIRA-Seq unveiled relatively similar patterns of genome-wide DNA methylation between breeds, with an overall hypomethylation of gene promoters. However, by examining the genome in 3Kb windows, 49 regions of differential methylation were discovered between Holstein and Angus fibroblasts, and two of these regions fell within the promoter region (-2500 to +500 bp of the transcription start site) of the genes *NTRK2* and *ADAMTS5*.

**Conclusions:**

Fibroblasts isolated from Holstein cattle display a more robust response to LPS in comparison to cultures from Angus cattle. Different selection strategies and management practices exist between these two breeds that likely give rise to genetic and epigenetic factors contributing to the different immune response phenotypes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2565-x) contains supplementary material, which is available to authorized users.

## Background

The innate immune response plays a critical role in pathogen detection and the resulting inflammatory response that arises to contain and eliminate foreign invasions into host tissues. Infection of the mammary gland resulting in mastitis is an important and well characterized disease of dairy cattle, such as the Holstein breed [1]. However, the incidence and severity of this disease in beef cattle has received little attention although two recent studies that examined mastitis prevalence in beef cows reported a moderate incidence with a surprising lack of *Escherichia coli* induced mastitis [2, 3]. This pathogen is a major cause of mastitis in dairy animals and thus differences in susceptibility to *E. coli* infection may exist between dairy and beef breeds. Bovine mammary infections due to *E. coli* typically cause an acute response with inflammation ranging from mild and quickly resolving, to severe forms that can lead to sepsis, shock, and even death [4]. The response is initiated following recognition of *E. coli* lipopolysaccharide (LPS) by the extracellular Toll-like receptor 4 (TLR4), which is expressed on multiple cell types within the mammary gland [5].

While there are multiple factors that can influence the inflammatory response to mammary gland infection, it has been suggested that host factors play the largest role in determining the severity of *E. coli* mastitis [6]. These host factors include age, stage of lactation, vaccination history, as well as genetic, and possibly epigenetic mechanisms all contributing to the magnitude and resolution of the host response. Identification of genetic or epigenetic factors controlling the inflammatory response may lead to enhanced selection or management strategies to produce dairy animals that have reduced collateral damage from mastitis. For example, genetic polymorphisms within pathogen recognition receptors or signaling pathway intermediates have been shown to lead to differences in disease susceptibility [7, 8]. Epigenetic mechanisms, such as DNA methylation or histone modifications can also influence gene expression resulting in phenotypic variation in immune response [9]. For example, human intestinal epithelial cells have increased DNA methylation in the *TLR4* gene promoter that reduces its expression and leads to a reduced responsiveness to LPS [10].

Selective breeding of cattle has been employed for many generations to produce breeds differing in economically important traits such as enhanced milk production in dairy breeds, and greater feed efficiency and meat quality in beef breeds [11, 12]. Cattle breeding has even resulted in sub-species (*Bos taurus* and *Bos indicus*) that differ markedly in resistance to disease such as that caused by tick infestation [13, 14] or challenge with *Theileria annulata* [15]. Results from these studies suggest that *B. taurus* animals develop a greater inflammatory response to pathogens than do breeds of the *B. indicus* subspecies. Within the *B. taurus* sub-breed, studies directly comparing the inflammatory response to mammary infection between dairy and beef breeds have not been conducted. To further investigate potential differences in immune responses between dairy and beef animals, we challenged dermal fibroblasts obtained from Holstein (dairy) and Angus (beef) cows with LPS and then used RNA-seq to examine global gene expression differences. We also employed MIRA-seq to examine if global differences in the methylome could explain differences in the transcriptome.

## Results

### Fibroblast IL-8 response

Dermal fibroblasts (DF) isolated from Holstein and Angus heifers were used to investigate differences in the innate immune response between dairy and beef breeds. Fibroblasts isolated from Holsteins produced considerably higher levels of IL8 (*P* < 0.01) in response to a 24 h LPS (100ng/ml) challenge (Fig. 1a) when compared to Angus cultures (703 ± 86 pg/ml vs. 322 ± 46 pg/ml, respectively). A similar pattern was observed following IL1B (1ng/ml) treatment (Fig. 1a), with Holstein DF having a greater magnitude of IL8 response than Angus DF (1355 ± 160 pg/ml vs. 639 ± 80 pg/ml, respectively). There was no detectable IL8 in media collected from un-stimulated Holstein or Angus fibroblasts.

**Fig. 1:**
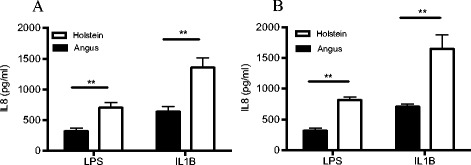
IL8 protein production from Holstein and Angus fibroblasts. **a** IL8 production by dermal fibroblasts isolated from 19-month old Holstein (*n* = 5) and Angus (*n* = 12) heifers and challenged for 24 h with LPS (100ng/ml) or IL1B (1ng/ml). **b** Eight cultures (*n* = 4/breed) were randomly chosen for RNA-seq and MIRA-seq analysis and levels of IL8 protein following a second 24 h challenge with either LPS (100ng/ml) or IL1B (1ng/ml) on these 8 cultures are shown. There was no detectable IL8 production from un-treated cultures of both breeds. Values are mean ± SEM. * indicates *P* < 0.05, ** indicates *P* < 0.01

RNA-Seq and MIRA- Seq analysis was performed on eight cultures (*n* = 4/breed) randomly selected from the pool of animals. These cultures were revived simultaneously from cryopreservation and prepared for a second challenge with LPS and IL1B. The Holstein cultures produced approximately twice (*P* < 0.01) as much IL8 protein in response to LPS compared to the Angus cultures (Fig. 1b). Similarly, differential IL8 responses were observed following IL1B exposure, with Holstein cultures exhibiting a hyper-responsive phenotype in IL8 protein production (Fig. 1b).

### RNA-Seq analysis of Holstein and angus LPS response

Total RNA samples for RNA-Seq analysis were obtained from the four Holstein and four Angus cultures following LPS exposure for 0, 2, and 8 h. These 24 samples generated approximately 54 million reads per sample following quality control. Alignment to the UMD v3.1 bovine genome resulted in 95 % of the reads falling within alignment parameters (see Methods), thus an average of 51 million reads per sample. Under our definition of expression (CPM > 1 in at least 50 % of the samples), there were 20,356 targets detected at hour 0, which defined the core bovine fibroblast transcriptome under basal conditions. At hours 2 and 8 following LPS treatment, there were 21,411 and 21,590 targets detected, respectively. By combining breeds, and comparing basal gene expression to time points following LPS-induced innate immune response, 624 transcripts were revealed to have differential gene expression (FDR < 0.05; CPM > 1; FC ≥ 2) with 470 up- and 154 down-regulated at hour 2 post-LPS (Additional file 1). At hour 8 post-LPS, 331 transcripts were discovered having differential gene expression compared to hour 0, of which, 250 were up- and 81 were down- regulated (Additional file 2). LPS treatment of the fibroblast cultures induced various innate immune-associated genes in the LPS signaling pathway and those coding for response proteins (Table 1). There were temporal differences in the induction of these genes following LPS exposure for 2 or 8 h. Early induced genes included several pro-inflammatory chemokines and cytokines such *IL8, IL1A, TNF, chemokine (C-X-C) motif ligand* (*CXCL*) *2,* and *Interferon regulatory factors* (*IRF*) *1* and *5.* Following 8 h of LPS exposure, several Type I IFN-related genes showed greater expression compared to hour 0, while *TNF* expression had returned to basal levels.

**Table 1:** Average response to LPS from combined Holstein and Angus cultures measured by increases in expression of immune-associated genes compared to hour 0 post-LPS

Gene symbol	Gene Name	Fold Change^a^	
Transcription and activation pathways		Hour 2	Hour 8
BIRC3	Baculoviral IAP repeat-containing protein 3	7.3	4.2
NFKBIA	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	24.3	9.3
NFKBIZ	Nuclear factor of kappa-B inhibitor zeta	11.7	3.2
NFKB2	Nuclear factor of kappa light polypeptide gene enhancer in B-cells 2	- -	2.8
NFKBID	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, delta	2.3	- -
Cytokines, chemokines, and growth factors			
CCL2	Chemokine (C-C motif) ligand 2	14.9	14.6
CCL5	RANTES	49.6	132.8
CCL20	Chemokine (C-C motif) ligand 20	1102.1	3147.3
CXCL2	Chemokine (C-X-C motif) ligand 2	67.9	31.6
CXCL6	Chemokine (C-X-C motif) ligand 6	12.3	45.0
IL1A	Interleukin 1, alpha	9.2	5.7
IL6	Interleukin 6	88.2	124.1
IL8	Interleukin 8	325.7	387.8
SAA3	Serum Amyloid A 3	65.1	1145.6
TNF	Tumor Necrosis Factor, alpha	87.4	- -
Type I IFN-related genes			
IRF1	Interferon regulatory factor 1	12.3	4.2
IRF5	Interferon regulatory factor 5	3.0	- -
ISG15	Ubiquitin-like modifier	- -	308.3
MX2	Myxovirus (influenza virus) resistance 2	- -	156.6
OAS1	2'–5'- oligoadenylate synthetase 1	- -	128.7
OAS2	2'–5'- oligoadenylate synthetase 2	- -	65.6

^a^Data obtained by RNA-Seq and presented as fold induction of the indicated gene at either 2 or 8 h post-LPS in comparison to expression levels at 0 h post-LPS. All fold changes shown are FDR < 0.05; FC > 2; and CPM >1. - - indicates FDR > 0.05, FC < 2, or CPM < 1

A comparison between Holstein and Angus cultures revealed 844, 968, and 730 differentially expressed (DE) genes (FDR < 0.05; CPM > 1; FC ≥ 2) at hours 0, 2, and 8-post LPS, respectively (Fig. 2; Additional file 3). Of these genes, 369, 517, and 477, respectively, had higher expression levels in Holstein cultures compared to Angus cultures. Pathway enrichment analysis was completed with DAVID and genes with differential expression between the breeds at 2 h post-LPS were involved with the MAPK (*P* = 0.029) and TGF-beta (*P* = 0.031) signaling pathways. By 8 h post-LPS, the NOD-like (*P* = 0.003), Toll-like (*P* = 0.02), and RIG-I-like (*P* = 0.02) receptor signaling pathways were represented in our set of DE genes between the two breeds. Table 2 lists several of the DE genes that are involved in the innate immune response. *TLR4*, *NOD1*, and *TRAF1*, genes involved with the recognition of pathogen associated molecular patterns and activation of NFκB pathway, were more expressed in Holstein cultures. Chemokines such as *chemokine (C-C motif) ligand (CCL) 2*, *5*, and *20*, and *IL8* that recruit monocytes, T cells, lymphocytes, and neutrophils to sites of infection also had higher expression levels in Holstein fibroblasts. In addition to genes related to the innate immune response, differences were observed in genes that have been implicated in DNA methylation, such as the family of DNA methyltransferase (DNMT) genes and *ubiquitin-like with PHD and RING finger domains 1* (*UHRF1*) [16, 17]. Expression of *DNMT3A* and *3B*, which are involved with *de novo* DNA methylation, were similar between the breeds. However, expression of *DNMT1*, which is responsible for maintenance of DNA methylation patterns following DNA replication, was 1.6-fold higher at hour 0 and 1.5-fold higher at hours 2 and 8 in Angus cultures compared to Holstein cultures. Angus cultures also had 2.3–, 2.0-, and 2.0-fold higher expression of *UHRF1* at 0, 2, and 8 h post-LPS treatment (Table 2). Interestingly, greater activation of a potentially anti-inflammatory signaling pathway in Angus cultures was noted by the 3.1-fold higher expression of the gene encoding *chemokine (C-X-C motif) receptor 4 (CXCR4)* at hour 0 compared to Holsteins. While *CXCR4* expression was not different at hours 2 and 8 post-LPS, the sole ligand of this receptor, *CXCL12*, was expressed 5.7–, 7.4-, and 6.5-fold higher in Angus cultures at hour 0 and at 2 and 8 h post LPS stimulation.

**Fig. 2:**
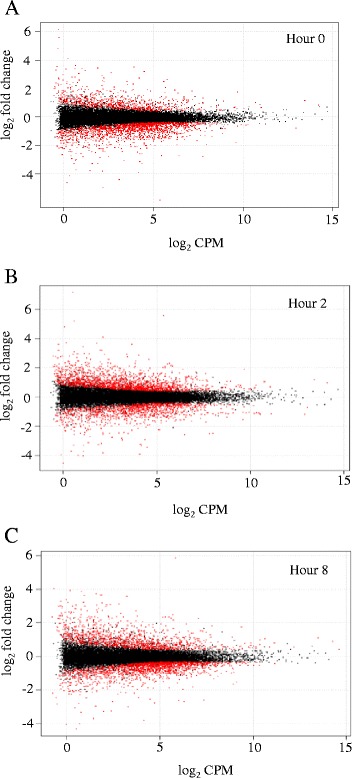
Scatter plots of RNA-Seq analysis. Eight fibroblast cultures (four of each breed) were used in RNA-Seq to explore gene expression differences. Scatter plots of indices analyzed from RNA-Seq data were generated for expression level (log_2_CPM) and differential expression (log_2_ Fold Change) at 0 h (**a**), 2 h (**b**), and 8 h (**c**) following LPS exposure. Positive fold change values indicate higher expression in Holstein cultures while negative fold change values show higher expression in Angus cultures. Red dots denote FDR < 0.05

**Table 2:** Differential gene expression (fold change) of immune-associated genes at hours 0, 2, and 8 post-LPS treatment of fibroblasts collected from Holstein animals as compared to fibroblasts collected from Angus animals

Gene	Hour 0	Hour 2	Hour 8
Innate immune related genes			
CCL2	- -	- -	2.9
CCL5	- -	- -	5.7
CCL20	- -	- -	8.6
CCL26	- -	2.8	3.6
CX3CL1	- -	- -	14.8
CXCL12	−5.7	−7.4	−6.5
CXCL16	- -	- -	2.3
CXCR4	−3.1	- -	- -
HMGB1	−1.9	−1.9	−1.8
IFIH1	- -	- -	3.6
IL1R1	- -	1.5	- -
IL8	- -	- -	4.5
IRF5	2.4	2.4	2.6
MX2	- -	- -	14.0
NOD1	- -	2.4	- -
TLR2	−3.5	−2.8	- -
TLR4	3.0	4.0	2.5
TLR6	1.8	- -	2.5
TNF	- -	6.9	- -
TNFSF18	6.5	6.0	5.1
TNFSF4	4.4	- -	2.6
TRAF1	2.4	2.4	- -
TRAIP	- -	−2.7	- -
DNA Methylation associated genes			
DNMT1	−1.6	−1.5	−1.5
DNMT3A	- -	- -	- -
DNMT3B	- -	- -	- -
UHRF1	−2.3	−2.0	−2.0

Data obtained by RNA-Seq and presented as fold change between Holstein and Angus cultures. Positive values indicate higher expression in Holstein cultures as compared to Angus cultures. All presented values indicate FDR < 0.05 with an average CPM > 1, while - - notes a values with either FDR > 0.05 or an average CPM < 1

### RT-qPCR confirmation of RNA-Seq

Several immune-response associated genes were selected for RT-qPCR confirmation of expression differences observed between Holstein and Angus cultures following LPS treatment as determined by RNA-Seq. *TLR4*, *IL8*, *CCL20*, *CCL5*, and *TNF* showed similar expression levels in RT-qPCR analysis in comparison to the RNA-Seq data set. Basal expression of *IL8*, *CCL20*, *CCL5*, and *TNF* was similar between the breeds. However, by 2 h after LPS stimulation, marked differences were observed between Holstein and Angus expression of *IL8*, *TNF*, *CCL20*, and *CCL5*, with a 3.0–, 24.3-, 4.9-, and 3.9- fold higher expression in Holstein fibroblasts compared to Angus fibroblasts (Fig. 3 b, c, d, and e). A similar pattern was observed at 8 h, with Holstein cultures having higher expression in the following genes: *IL8* (13.1-fold), *TNF* (13.0-fold), *CCL20* (35.3-fold), and *CCL5* (17.8-fold). LPS exposure did not induce *TLR4* expression in either breed; however, Holstein cultures consistently expressed higher levels of *TLR4* compared to Angus cultures (Fig. 3a; 4.5–, 5.7-, and 3.1- fold higher at hours 0, 2, and 8, respectively). In general, gene expression values determined by RT-qPCR are in agreement with the transcriptomic results from RNA-Seq data.

**Fig. 3:**
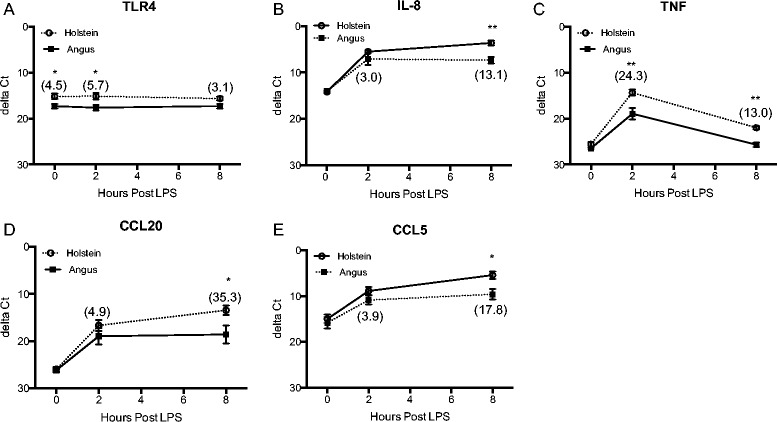
Selected gene expression by Holstein and Angus fibroblasts in response to LPS. Differences in expression of *TLR4* (**a**) *IL8* (**b**) *TNF* (**c**) *CCL20* (**d**) and *CCL5* (**e**) between Holstein and Angus fibroblast cultures at hours 0, 2, and 8 post-LPS exposure were determined by RT-qPCR. Values are expressed as delta Ct, or the difference in cycles to threshold (Ct) between the gene of interest and the endogenous gene control beta-actin (*ACTB)*. Fold differences (2^-ΔΔCt^) in expression between Holstein and Angus cultures are indicated in parentheses. All values are mean ± SEM. (*n* = 4/group). *P < 0.05 and **P < 0.01 (*t*-test)

### MIRA-Seq

The 8 DNA samples (4 per breed) processed for MIRA-Seq analysis resulted in approximately 44 million reads per sample following quality control. 

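MIRA-Seq measures methylation by enrichment: sonicated genomic DNA is incubated with the MBD2b/MBD3L1 complex, which binds methylated CpG sites, and the bound fragments are sequenced, so a region with more methylated CpG yields more reads. The DNA came from un-treated dermal fibroblast cultures of 4 Holstein and 4 Angus heifers at passage 5, 1 library per animal, and each culture is called here by its breed and animal number (Holstein 1 to 4, Angus 1 to 4). The authors deposited, for each library, the raw number of reads that NextGENe counted in each of 902984 consecutive 3Kb windows of UMD v3.1, without normalization, with the gene name and the coding exon that a window touches. The file headers gave between 32778949 and 57902484 reads per library (mean 44435930), of which 97.0 to 97.8% were matched (mean 43300780 reads). The counts in the windows summed to less than the matched reads, namely 56.2 to 62.9% of them. The totals over windows were 19772965, 23104769, 26430434 and 35525554 reads in Holstein 1 to 4, and 28648069, 28760723, 29776884 and 18691111 reads in Angus 1 to 4. These totals over windows, rather than the matched reads, were used as library sizes.
The median window held between 3 and 12 reads per library, and 3 reads, taken here as the smallest count to be told from 0, corresponded to between 0.0844 and 0.161 CPM. Such floors cover counting error only, because PCR copies are not independent molecules. The libraries differed in how far reads were concentrated. The top 1% of windows held 46.8 to 72.4% of the reads, with the highest shares in Holstein 1 (69.0%) and Angus 3 (72.4%). Windows on unplaced scaffolds made up 0.351% of all windows, but held 10.6 to 20.0% of the reads in the Holstein libraries and 14.1 to 26.1% in the Angus libraries. The libraries were compared pair by pair within each breed in case 1 had been deposited under more than 1 name; no pair had counts alike within sampling noise (chi-square per window between 8.74 and 39.6).
The breeds were compared after the paper's methods with edgeR's generalized linear model likelihood-ratio test and Benjamini-Hochberg adjustment. Windows needed a CPM of at least 1 in at least 4 of the 8 samples, which left 115360 windows, and a DMR had FDR < 0.1 and FC ≥ 2. The paper's text does not name the normalization; edgeR's TMM was used, with factors from 0.677 (Angus 3) to 1.22 (Holstein 4). The common dispersion was 0.0360, a biological coefficient of variation of 19.0%. Among the choices that moved the counts of DMRs were the CPM filter, the test, the normalization, the windows on unplaced scaffolds and leaving out single samples.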

Alignment to the bovine UMD v3.1 reference genome yielded 97 % of reads falling within alignment parameters (see Methods) and an average of 43 million mapped reads per sample. To determine differential methylation rates between Holstein and Angus fibroblasts, the genome was divided into 3Kb windows, and then the read count in each window was compared. Analysis of the 3Kb windows revealed 49 regions that had different levels of methylation between Holstein and Angus cultures based on the following thresholds: FDR < 0.1; CPM > 1; FC ≥ 2 (Table 3). 

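With the test and thresholds stated in the methods, 267 of the 115360 windows tested passed FDR < 0.1 and FC ≥ 2 in the deposited counts. Of these, 110 lay on placed chromosomes and 157 on unplaced scaffolds. In 135 of the 267 windows, every sample of 1 breed lay above every sample of the other. With edgeR's quasi-likelihood test on the same windows the count was 141, of which 72 lay on placed chromosomes. The alternative that moved the count most was testing without a CPM filter, with 905 DMRs among 887821 windows. When each sample was left out in turn, the count ranged from 145 to 564, the highest without Holstein 1. Before adjustment, 4.94% of the tested windows had p under 0.05.
Holstein and Angus samples share the animal numbers 1 to 4 in the labels. Neither the labels nor the paper states that same-numbered animals were paired. The pairing below uses these numbers only as a check. With the replicate number as a block, 346 DMRs were found, against 267 without it. Same-numbered samples did not deviate together: the mean correlation of their deviations from the breed means was -0.017 (range -0.206 to 0.111), against 0.0085 for samples with different numbers, and 13 of the 24 possible pairings gave a mean as large.
Of the 49 regions in Table 3, 31 passed the CPM filter here, and all 31 were DMRs by both edgeR tests. The paper compared the read count of each 3Kb window between the breeds, and took the windows that passed its FDR, CPM and FC thresholds as regions with different levels of methylation.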

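Of the 267 DMRs called from the deposited counts, 45 had higher methylation in the Holstein cultures and 222 in the Angus cultures. The 2 directions were distributed differently over the assembly. On placed chromosomes, 39 DMRs were higher in Holstein and 71 in Angus, while on unplaced scaffolds 6 were higher in Holstein and 151 in Angus. By edgeR's quasi-likelihood test, 27 windows were higher in Holstein and 114 in Angus. When the unplaced scaffolds were left out before filtering and fitting, 54 windows were higher in Holstein and 99 in Angus among 138302 tested. In the fit over all windows, the order on placed chromosomes reversed with total counts only in place of TMM. There, 73 were then higher in Holstein and 64 in Angus. Without Angus 1 the numbers on placed chromosomes were 56 and 58. Over all tested windows the replicate block, which pairs samples only by the number in the labels, gave 54 and 292.
Among DMRs in which the breeds separated completely, the 3 largest increases in Holstein lay outside annotated genes. The window on chromosome 18 from 33452798 to 33455797 had 33.3 ± 9.24 CPM (SD, n = 4) in Holstein and 9.53 ± 2.95 CPM (SD, n = 4) in Angus, a log2 fold change of 1.81 (SE 0.33). On chromosome 27, the window from 23720367 to 23723366 had 5.07 ± 2.45 CPM in Holstein and 1.52 ± 0.478 CPM in Angus, a log2 fold change of 1.73 (SE 0.26). The window on chromosome 5 from 114241506 to 114244505 had 13.0 ± 7.70 CPM in Holstein and 3.98 ± 2.12 CPM in Angus, with a log2 fold change of 1.70 (SE 0.33). That window is not in Table 3, and DESeq2's Wald test gave it an FDR of 0.461. The 3 largest increases in Angus all lay on unplaced scaffolds, in windows that run from the end of 1 scaffold into the next. Their log2 fold changes were -4.97 (SE 0.67), -4.96 (SE 0.70) and -4.66 (SE 0.66). Their values spread widely within the breed: the first of them held 12986, 746, 8734 and 6533 reads in Angus 1 to 4, and 321, 148, 264 and 204 reads in Holstein 1 to 4.

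**Figure D1:**
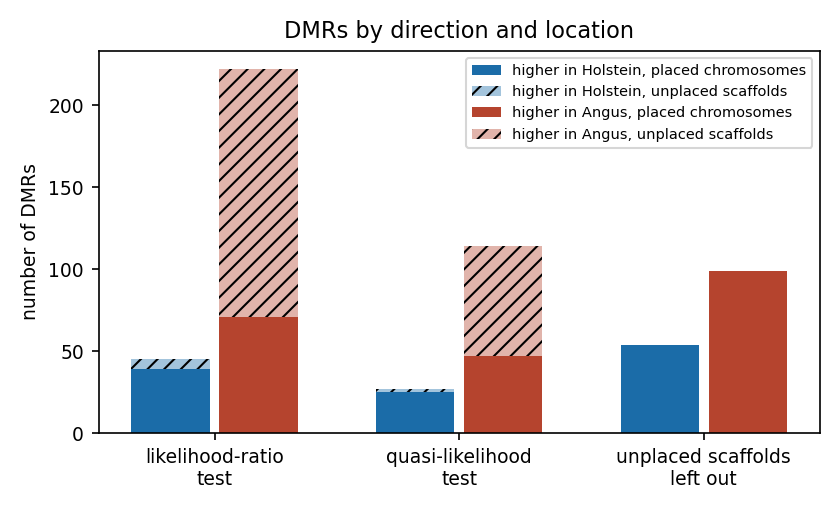
Number of DMRs higher in Holstein (blue) and in Angus (red) by edgeR's likelihood-ratio test, by its quasi-likelihood test, and by the likelihood-ratio test without the unplaced scaffolds; hatched parts of the bars are windows on unplaced scaffolds. In the likelihood-ratio test, 151 of the 222 windows higher in Angus lie on unplaced scaffolds, against 6 of the 45 higher in Holstein.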

Of these differentially methylated regions (DMR), 24 had higher rates of methylation in cultures from Holstein animals, while 25 displayed higher methylation levels in Angus fibroblasts. Of the 24 regions with higher methylation in Holstein, 14 were found partially within an annotated gene while 10 were not. 

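In the deposited files, 13 of the 24 regions that Table 3 lists as higher in Holstein carry a gene name. Of these 24 regions, 13 passed the CPM filter and were DMRs, 7 of them within a named gene. Over all DMRs called here, 19 of the 45 windows higher in Holstein carried a gene name (16 genes), all 19 of them on placed chromosomes. By comparison, 58.0% of the tested windows carried a gene name, against 42.2% of these DMRs. Leaving out each sample in turn gave from 12 to 38 such windows in genes. With the replicate block, which pairs samples only by the number in the labels, there were 25. With total counts only there were 40.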

Within the 25 DMR with higher methylation levels in Angus cultures 13 fell within annotated genes while the remaining 12 regions did not. 

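All of the paper's 13 regions in genes that are higher in Angus carry a gene name in the files, and the other 12 carry none. Of the 25 regions, 18 passed the CPM filter and were DMRs, 9 of them within a named gene. Of the 222 DMRs higher in Angus in the deposited counts, 35 lay within 34 named genes (15.8%). On placed chromosomes the share was 32 of 71 windows (45.1%), and on unplaced scaffolds it was 3 of 151 (1.99%). Leaving out each sample in turn gave from 22 to 46 such windows in genes. The replicate block, which pairs samples only by the number in the labels, gave 38. Total counts only gave 26, against 40 higher in Holstein.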

Only two of the DMR (greater methylation in Angus cultures) were located within the defined promoter regions of genes: *a disintegrin and metalloprotease with thrombospondin motifs 5* (*ADAMTS5*) and *neurotrophic tyrosine kinase, receptor type 2* (*NTRK2*). These DMRs were not reflected by differences in expression of either gene between the Holstein and Angus cultures at hours 0, 2, and 8 post-LPS (Table 3). 

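The ADAMTS5 region is the window on chromosome 1 from 8811701 to 8814700 (UMD v3.1). It is the first of 17 windows that carry this gene's name, on the + strand, and it holds coding exon 1. The window had 0.493 ± 0.212 CPM (SD, n = 4) in Holstein and 1.47 ± 0.362 CPM (SD, n = 4) in Angus, from 5, 11, 23 and 19 reads in Holstein 1 to 4 and 48, 33, 26 and 39 reads in Angus 1 to 4. The log2 fold change was -1.52 (SE 0.27, FDR 7.81e-05 from edgeR's likelihood-ratio test). The NTRK2 region is the window on chromosome 8 from 79335787 to 79338786, the first of 57 windows with this gene's name, on the + strand and with coding exon 1. It had 0.384 ± 0.170 CPM (SD, n = 4) in Holstein and 1.58 ± 0.386 CPM (SD, n = 4) in Angus, from 5, 6, 18 and 16 reads and from 52, 38, 26 and 42 reads, respectively. The log2 fold change was -1.99 (SE 0.28, FDR 2.77e-08 from the same edgeR test).
Both windows reached a CPM of 1 in only 3 samples after division by the totals over windows, so neither passed the CPM filter. Their values come from a fit in which the 49 regions of Table 3 were added to the windows that passed, and the SE was taken from the fold change and its p. These regions were added because the paper had called them, so their FDR values are not independent support. Without the CPM filter, edgeR's likelihood-ratio test gave an FDR of 1.34e-04 for ADAMTS5 and 2.67e-08 for NTRK2. In both windows every Angus sample lay above every Holstein sample. By the quasi-likelihood test with the same windows, edgeR gave an FDR of 0.0197 for ADAMTS5 and 0.00319 for NTRK2. With each sample left out in turn, the log2 fold change ranged from -1.83 to -1.40 for ADAMTS5 and from -2.31 to -1.82 for NTRK2. With the replicate block, which pairs samples only by the number in the labels, it was -1.55 and -2.02. The transcription start sites were not given in the files, so the position of these windows relative to the promoter limits was not computed here. Among the 267 DMRs, 7 windows higher in Holstein and 13 higher in Angus were the first window of a named gene.

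**Figure D2:**
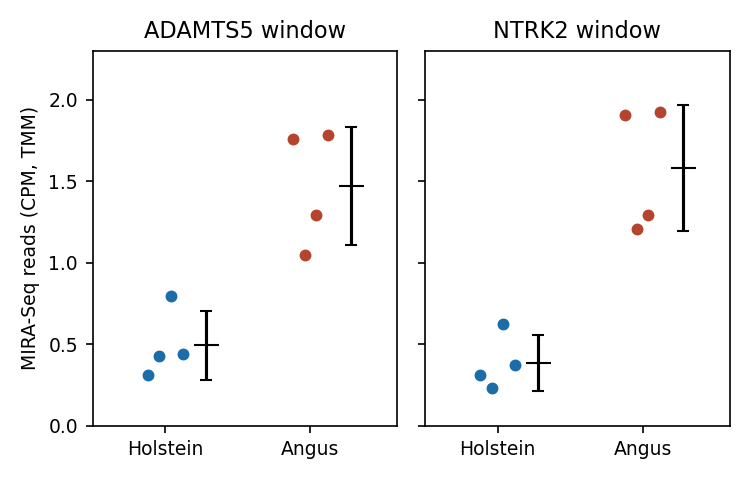
MIRA-Seq reads (CPM after TMM normalization) in the ADAMTS5 and NTRK2 windows. Each point is 1 culture, with the mean and SD of the 4 cultures per breed beside the points; the Angus cultures lie above all Holstein cultures in both windows.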

A DMR spanning intron 3 and exon 4 of the *agouti signaling protein* (*ASIP*) gene had greater methylation in the Angus cells and was associated with a marked increase in its expression in these cells at all time points.

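The ASIP region is the window on chromosome 13 from 64236797 to 64239796 (UMD v3.1), window 9 of the 10 that carry this gene's name, on the + strand; the files assign it coding exon 3. The window had 0.608 ± 0.0855 CPM (SD, n = 4) in Holstein and 1.45 ± 0.277 CPM (SD, n = 4) in Angus. The reads behind these values numbered 11, 16, 14 and 28 in Holstein 1 to 4 and 36, 56, 23 and 34 in Angus 1 to 4. The log2 fold change was -1.27 (SE 0.24, FDR 1.88e-04 from edgeR's likelihood-ratio test), and every Angus sample lay above every Holstein sample. The window reached a CPM of 1 in 3 samples and, like those of ADAMTS5 and NTRK2, was tested with the regions of Table 3 added to the windows that passed the CPM filter. It was added because the paper had called it, so its FDR is not independent support. Without the CPM filter, edgeR's likelihood-ratio test gave an FDR of 0.00380. The quasi-likelihood test in edgeR gave an FDR of 0.0235. Without TMM normalization, with total counts only, the log2 fold change was -1.14 and the FDR 0.157 in edgeR. With the replicate block, pairing the animals by number, the log2 fold change was -1.26. The expression side of the comparison rests on RNA-Seq libraries that were not analysed here.

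**Figure D3:**
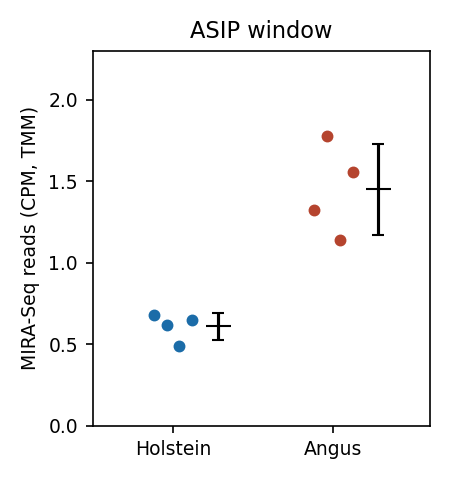
MIRA-Seq reads (CPM after TMM normalization) in the ASIP window. Each point is 1 culture, with the mean and SD of the 4 cultures per breed; the lowest Angus culture, at 1.14 CPM, lies above the highest Holstein culture, at 0.681 CPM.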

**Table 3:** Differentially methylated 3Kb regions between Holstein and Angus cultures as determined by MIRA-Seq and gene expression data for annotated genes

				RNA-Seq fold change^c^		
FC^a^	Chr	Genomic coordinates	Gene^b^	Hour 0	Hour 2	Hour 8
−2.9	1	8811701–8814700	**ADAMTS5**	- -	- -	- -
4.2	1	4686501–4689500	LOC100848874	- -	- -	- -
2.0	1	8325701–8328700	LOC526789	- -	- -	- -
−3.4	2	88463334–88466333	- -	- -	- -	- -
−3.4	2	88469334–88472333	- -	- -	- -	- -
2.6	2	18491734–18494733	OSBPL6	- -	1.4	1.5
2.0	5	116626706–116629705	FBLN1	- -	- -	- -
2.3	6	5529182–5532181	- - -	- -	- -	- -
−8.3	7	18532846–18535845	LOC100337044	- -	- -	- -
2.9	8	23178787–23181786	LOC100300143	- -	- -	- -
−2.6	8	34929387–34932386	- -	- -	- -	- -
−2.7	8	78669587–78672586	- -	- -	- -	- -
−2.8	8	12568687–12571686	- -	- -	- -	- -
−4.0	8	79335787–79338786	**NTRK2**	- -	- -	- -
−2.6	8	98801087–98804086	- -	- -	- -	- -
−2.6	9	20444051–20447050	- -	- -	- -	- -
−2.7	9	93571151–93574150	- -	- -	- -	- -
−4.0	9	88292251–88295250	ULBP1	- -	- -	- -
−2.7	10	32127701–32130700	- -	- -	- -	- -
2.1	12	51081922–51084921	- -	- -	- -	- -
−2.5	13	64236797–64239796	ASIP	−14.0	−15.2	−13.4
2.8	13	48576797–48579796	LRRN4	- -	- -	- -
2.6	14	36500947–36503946	- - -	- -	- -	- -
2.1	15	53581057–53584156	LOC100336675	- -	- -	- -
−2.3	15	9012857–9015856	- -	- -	- -	- -
−7.5	15	27535857–27538856	- -	- -	- -	- -
−2.8	15	55516557–55519556	SERPINH1	- -	- -	- -
−2.4	17	7224294–7227293	MAB21L2	- -	- -	- -
2.2	17	17977294–17980293	MAML3	- -	- -	- -
−2.8	18	60220698–60223697	LOC100848332	- -	- -	- -
−3.6	18	63217498–63220497	LOC783134	- -	- -	- -
3.4	18	33452798–33455797	- -	- -	- -	- -
2.4	19	42556475–42559474	- -	- -	- -	- -
2.3	19	62858675–62861674	AXIN2	- -	- -	- -
−2.4	19	43381475–43384474	CNTNAP1	- -	1.8	2.0
−3.6	19	23655275–23658274	HIC1	- -	1.7	- -
2.2	19	42109475–42112474	KRTAP9-2	- -	- -	- -
2.4	19	62705675–62708674	RGS9	2.0	2.1	2.5
4.8	23	49777993–49780992	- - -	- - -	- - -	- - -
2.8	24	59112931–59115930	CCBE1	−2.3	−2.2	−1.8
2.4	24	62388931–62391930	- - -	- - -	- - -	- - -
2.5	25	27266601–27269600	- - -	- - -	- - -	- - -
2.4	26	23658031–23661030	C26H10orf26	- - -	- - -	1.4
−2.4	26	16776031–16779030	LOC100848660	- - -	- - -	- - -
3.2	27	23720367–23723366	- - -	- - -	- - -	- - -
−2.4	X	63726195–63729194	LOC100848206	2.4	2.6	2.3
2.1	X	111529495–111532494	LOC516666	- - -	- - -	- - -
2.1	X	128195395–128198394	- - -	- - -	- - -	- - -
−2.6	X	55935095–55938094	- - -	- - -	- - -	- - -

^a^Data obtained by MIRA-Seq and presented as fold difference in read count of methylated regions. 

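The fold difference of each of the 49 regions was computed again from the deposited read counts, with the 49 windows added to those that passed the CPM filter. All 49 had the direction given in the table, and 26 had the same value after rounding to 1 decimal. The ratio of the value computed here to the paper's had a median of 0.988 and ranged from 0.896 to 1.05. For the 24 regions higher in Holstein, the fold differences ranged from 1.95 to 4.30. For the 25 higher in Angus, they ranged from -2.28 to -7.94, the largest in LOC100337044 on chromosome 7 from 18532846 to 18535845. In that window the Holstein cultures held 1, 16, 1 and 1 reads and the Angus cultures 40, 38, 43 and 20.
In 43 of the 49 regions every sample of 1 breed lay above every sample of the other. Of the 49, 31 reached a CPM of at least 1 in at least 4 samples, and the other 18 reached it in 2 to 3 samples. All 31 were DMRs, with FDR values up to 0.00445 in edgeR's likelihood-ratio test. With the 18 others added to the test, 48 of the 49 had FDR < 0.1 and FC ≥ 2. The exception was the region at LOC526789, with a fold difference of 1.95 and an FDR of 0.0994 in edgeR. On the same windows, 42 of the 49 passed by edgeR's quasi-likelihood test, 37 by DESeq2's Wald test and 41 with total counts only. The 18 were added because the paper had called them in the same libraries, so their passing is not independent support. In the fit without a CPM filter, which tested all 49, 44 were called. Of the 31, the replicate block also called 31, the animals being paired by their number in the labels.

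**Figure D4:**
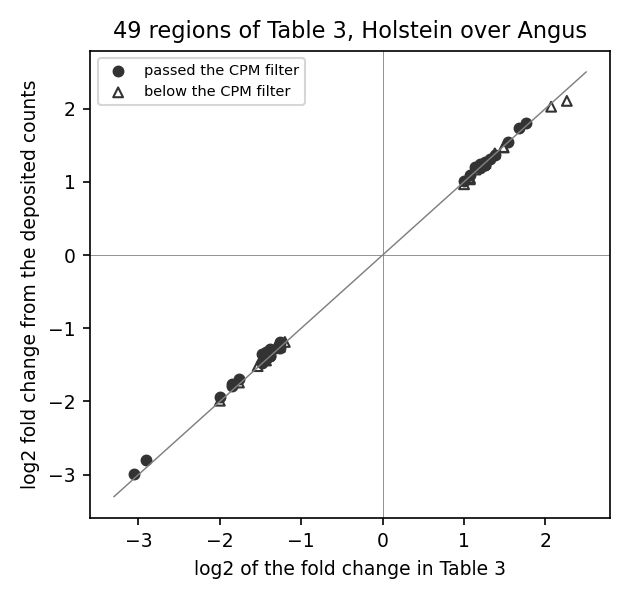
Log2 fold change of the 49 regions computed from the deposited counts (vertical axis) against the log2 of the fold difference printed in Table 3 (horizontal axis), Holstein over Angus; filled circles passed the CPM filter and open triangles did not. The line marks equal values, and the ratio of the fold differences ranged from 0.896 to 1.05.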

Positive fold change indicates higher methylation levels in Holstein cultures while negative values are higher methylation in Angus cultures

^b^DMRs with an associated gene indicate that some portion of the 3Kb region falls within an annotated gene, while - - indicates DMRs that are intergenic. Bolded gene names indicate that the discovered DMR fell within the promoter region of that gene (-2500 to +500bp from gene transcription start site)

^**c**^Positive values indicate greater expression in Holstein cultures as compared to Angus

### Influence of DNA methylation on gene expression

The genome-wide association between gene expression and methylation levels within a gene body or gene promoter region was investigated by plotting MIRA-Seq values for a gene body or gene promoter against RNA-Seq values for 8 h post-LPS. As data from the two breeds appeared similar, the combined data points from both the Holstein and Angus cultures were binned as either low or high, with a gating value of reads per kilobase per million matched reads (RPKM) =5 for RNA-seq or RPKM = 0.5 for MIRA-Seq. When the relationship between methylation levels in either the gene promoter region or the gene body and that gene’s subsequent expression level was analyzed, it revealed the two values were significantly dependent upon one another (*P* < 0.001; O.R. = 0.83; 95 % C.I. = 0.76–0.89 and *P* < 0.001; O.R. = 1.26; 95 % C.I. = 1.14–1.40), for gene promoter (Fig. 4a) and gene body (Fig. 4b), respectively. This indicates a strong inverse relationship between methylation in either the gene promoter or gene body and the level of gene expression. Analysis of the 0- and 2-h time points following LPS treatment gave similar results (data not shown).

**Fig. 4:**
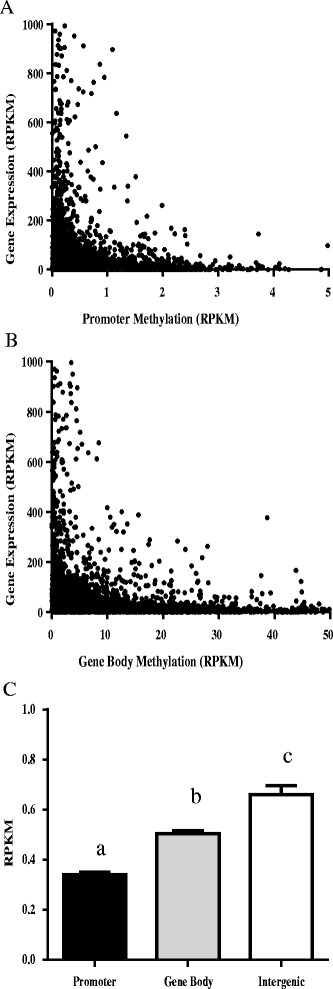
Role of DNA methylation on gene expression and differential methylation levels due to genomic location. As there were no significant effects of breed on the correlations between genomic location of DNA methylation and subsequent gene expression, data was combined for the 4 Holstein and 4 Angus cultures in this analysis. Scatter plots show the relation between gene expression at 8 h post-LPS treatment and levels of DNA methylation at the gene’s promoter (**a**) or gene body (**b**) Gene expression levels (RNA-Seq) and DNA methylation (MIRA-Seq) were normalized to gene size and presented as RPKM. **c** The average methylation levels of combined Holstein and Angus MIRA-Seq libraries based upon genomic region. Lettering denotes differential methylation levels as measured by a one-way ANOVA with Bonferonni post-test (*p* < 0.05). All values are mean ± SEM

Levels of DNA methylation were also measured, as RPKM, in gene promoters, gene bodies, or intergenic regions (Fig. 4c). Data from un-treated cultures of the 4 Holstein and 4 Angus were combined for this analysis, as there were no significant breed differences. 

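Methylation per region class was computed for each culture as the mean RPKM over features, with library size taken over all windows. Gene promoters were approximated by the first 3Kb window of each named gene, since transcription start sites were not given in the files. Promoter RPKM was 0.300 ± 0.0507 (SD, n = 4) in Holstein and 0.274 ± 0.0520 (SD, n = 4) in Angus, a difference of 0.0257 (exact two-sided permutation test, p = 0.486 before and after Benjamini-Hochberg adjustment over the 3 classes). Gene body RPKM was 0.355 ± 0.0573 and 0.326 ± 0.0597, a difference of 0.0291 (exact permutation p = 0.486, adjusted 0.486). Intergenic RPKM was 0.374 ± 0.0265 in Holstein and 0.470 ± 0.0329 in Angus, a difference of -0.0953 that was larger than the spread within either breed. With these library sizes, all 4 Angus cultures lay above all 4 Holstein cultures in this class (exact permutation p = 0.0286, the smallest that 4 against 4 allow, and 0.0857 after adjustment).
With TMM library sizes the intergenic difference was -0.145 (exact permutation p = 0.114, adjusted 0.343), and Holstein 1 (0.483) then lay above Angus 2 (0.385) and Angus 4 (0.416). The intergenic difference changed sign when only autosomes were used, with 0.299 ± 0.0314 in Holstein and 0.278 ± 0.0354 in Angus (exact permutation test, adjusted p = 0.486). With the samples paired by replicate number as a block, the intergenic difference was -0.0953 (exact sign-flip p = 0.125, the smallest that 4 pairs allow). Same-numbered samples did not deviate together across windows, with a mean correlation of -0.017 against 0.0085 for different numbers.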

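Over the 8 un-treated cultures, mean RPKM was 0.287 ± 0.0495 (SD, n = 8) in promoters, approximated by the first window of 26110 named genes. It was 0.34 ± 0.0564 (SD, n = 8) over the windows of 26112 gene bodies and 0.422 ± 0.0580 (SD, n = 8) over 19893 intergenic regions. The classes were compared within samples. Gene bodies exceeded promoters by 0.0530 in 8 of 8 samples (exact two-sided sign-flip permutation test, adjusted p = 0.0117). Intergenic regions exceeded promoters by 0.135 in 8 of 8 samples (exact sign-flip test, adjusted p = 0.0117), and they exceeded gene bodies by 0.0818 in 6 of 8 samples (exact sign-flip test, adjusted p = 0.0547). Holstein 3 and Holstein 4 had higher values in gene bodies than in intergenic regions.
The order of the classes depended on unplaced scaffolds, which hold 1130 of the 546398 intergenic windows. On autosomes only, intergenic regions lay below gene bodies in 8 of 8 samples, by a difference of -0.0573 (exact sign-flip test, adjusted p = 0.0117). On autosomes, they exceeded promoters by 0.00420 in 4 of 8 samples (exact sign-flip test, adjusted p = 0.555). From the RPKM values of the 3 classes (Fig. 4c), compared by a one-way test over the cultures of both breeds, the paper concludes that promoters had the lowest and intergenic regions the highest methylation.

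**Figure D5:**
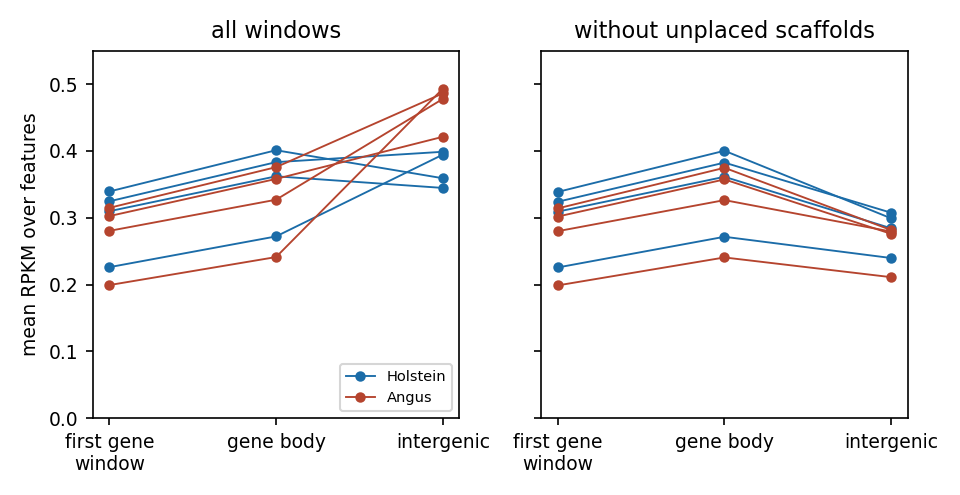
Mean RPKM over features in the first window of genes, in gene bodies and in intergenic regions, over all windows (left) and without unplaced scaffolds (right). Each line is 1 culture, Holstein in blue and Angus in red; over all windows the intergenic mean is 0.422, and without unplaced scaffolds intergenic regions lie below gene bodies in 8 of 8 cultures.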

Levels of methylation in all three regions were significantly different (*P* < 0.05), with gene promoters having the lowest and intergenic regions having the highest levels of methylation.

## Discussion

Variation exists between cows in their innate immune response to mastitis. A greater understanding of the basis for this variation could facilitate new breeding, selection, or management practices to develop animals with superior ability to contain and eliminate pathogens from the normally sterile mammary gland. We have previously used dermal fibroblasts to model this animal variation within groups of Holstein cows [18, 19]. In these studies we found substantial differences between dairy cows in the magnitude of their fibroblasts’ response following treatment with LPS or PAM2CSK4 that are ligands for TLR4 and TLR2/6, respectively. Intra-mammary bacterial challenges were also conducted on groups of lactating animals from these studies that had been classified as having low or high responding phenotypes. Low responding animals developed a reduced inflammatory response characterized by less leakage of bovine serum albumin (BSA) into milk, as well as a less severe reduction in milk quality, as determined by a lower milk somatic cell count. This reduced response was accompanied by similar bacterial clearance rates between the phenotypes, suggesting the heightened response of the high responding animals did not offer any advantage in resolution of the infection. There is limited data to suggest that a high response phenotype is characteristic of dairy in comparison to beef breeds of cattle [13–15] and thus, in the current study, we have expanded our use of the fibroblast model to explore differences between a dairy breed (Holstein) and a beef breed (Angus) in their innate responses to LPS exposure.

Previous studies have looked at differences in the innate immune response between dairy breeds (Holstein and Jersey) following an intra-mammary challenge with *S. aureus* [20] or *E. coli* [21]. While there was high inter-animal variation in milk levels of IL8 and TNF during the challenge, the overall responses were similar between Holstein and Jersey animals. This suggested that the innate immune response is conserved between these two dairy breeds. Likewise, an intravenous LPS challenge comparing beef breeds (Angus and Romosinano) revealed small differences in the serum response profiles of TNF and IL1B [22]. Each of these studies examined differences within dairy or within beef breeds, while few studies have explored differences in innate immune responses between a dairy and a beef breed. In one such study, skin biopsies were collected from Holstein (*B. taurus*) and Brahman (*B. indicus*) animals following an experimental tick challenge to compare localized innate immune responses at tick-attachment sites [14]. Microarray analysis of the biopsies revealed that Holstein animals had greater expression of many innate immune response-associated genes in comparison to the Brahmans. It was suggested that the greater expression of chemokine and cytokines at tick-attachment sites might facilitate feeding by the tick, thereby leading to the lower resistance to tick infestations observed in the Holstein breed. Similarly, Holstein and Sahiwal (*B. indicus)* calves were used to explore breed differences in the inflammatory response [15]. In that study, calves from both breeds underwent an experimental challenge with *Theileria annulata,* the protozoan parasite that causes bovine theileriosis. Holstein calves experienced severe clinical symptoms following the challenge while Sahiwal calves seemed better able to control the inflammatory response. Furthermore, we have previously presented data from a related experiment, now being prepared for full publication, indicating that Holstein heifers have greater serum IL6 and TNF levels after an intravenous LPS challenge compared to age-matched Angus heifers [23]. In our current study, a comparison of Holstein and Angus fibroblasts revealed significant breed differences in response to an LPS challenge, with Holstein cultures exhibiting a hyper-responsive phenotype compared to the hypo-responsiveness of Angus cultures.

### Holstein vs. Angus differences in LPS response

RNA-Seq analysis of LPS-challenged fibroblasts revealed a large number of immune-associated differentially expressed genes between Holstein and Angus cultures. Many of these genes are known to play critical roles in the response to — and the recovery from — bacterial infections such as *E. coli* mastitis [6, 24]. In particular, *TLR4*, which is the extracellular receptor responsible for recognition of LPS, was expressed at higher levels in Holstein cultures before (4.5 fold) and following LPS stimulation (5.7 and 3.1 fold). This may suggest the Holstein animals will detect and respond to Gram-negative bacteria more vigorously than Angus animals. Additionally, several subunits of the NFKB transcription factor complex were differentially expressed between breeds. Specifically, Holstein cultures had greater expression of *RELB* (1.8-fold) at hours 0 and 2, and *NFKB1* (1.6-fold) and *NFKB2* (1.8-fold) at hour 8 post LPS treatment. This transcription factor is central to innate immune signaling pathways leading from a diverse array of pattern recognition receptors including the TLR and NOD receptor families [25]. Once activated, NFKB promotes the transcription of chemokine and cytokine genes associated with the innate immune system. While the activity of NFKB is carefully regulated under normal conditions, excessive production of pro-inflammatory cytokines can lead to its further activation which may create a chronic inflammatory condition [26]. The higher expression of both TLR4 and the various subunits of NFKB complex in the Holstein fibroblasts would enable the greater responsiveness to LPS observed in this breed.

An appropriate innate immune response is also dependent on timely production of anti-inflammatory factors once the stimulatory agent has been eliminated. The chemokine receptor 4 (CXCR4) and its sole ligand, CXCL12 are important in this regard and their interaction has been shown to suppress TLR4 signaling and NFKB activation in response to LPS in human embryonic kidney cells [27] and to suppress LPS-induced IL6 production by murine bone marrow-derived macrophages [28]. The CXCL12 chemokine has the ability to activate anti-inflammatory pathways in T-cells and macrophages and to suppress inflammation [29, 30]. A single injection of a CXCL12 analog administered to mice in parallel with LPS was able to decrease the levels of LPS-induced plasma TNF [28]. Within our fibroblasts, Angus cultures expressed greater levels of *CXCR4* and *CXCL12* prior to LPS treatment. At hours 2 and 8 post-LPS, *CXCL12* expression continued to be higher in Angus while the differences in *CXCR4* expression disappeared. Due to the inhibitory function of CXCR4 and CXCL12, the higher basal expression of these two genes in Angus cultures may have reduced their LPS responsiveness.

Breed differences in the expression of genes associated with the maintenance of DNA methylation were also uncovered in RNA-Seq analysis. *DNMT1* and *UHRF1* were more highly expressed in Angus cultures both basally and following LPS exposure. DNMT1 is responsible for maintaining DNA methylation patterns following replication [16], and UHRF1 interacts with hemimethylated DNA and recruits DNMT1 to facilitate methylation of the daughter strand [17]. Greater expression of these two genes in Angus cultures may indicate this breed is better able to maintain methylation levels. Increased methylation of gene promoter regions is generally associated with reduced gene transcription and thus could account for the reduced expression of pro-inflammatory genes in fibroblasts from this breed.

### Methylation differences between breeds

The breed comparison also included an examination into the potential role that differences in early life environment might play in determining breed differences in an animal’s epigenome. Holstein calves are removed from their dams within 24 h of birth, moved to individual housing, and fed a milk replacer diet; while Angus calves are allowed to nurse from the dam for months and are typically housed with the herd out on pasture. These environmental differences could affect DNA-methylation patterns and lead to differences in gene transcription in response to immune stimulation. The MIRA-Seq analysis of Holstein and Angus fibroblasts revealed 49 3Kb regions of the genome that were differentially methylated between breeds (Table 3). 

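The similarity of the methylation profiles was measured as the Pearson correlation of log2 CPM (prior count 2) between samples over the 115360 tested windows, in which windows are not independent replicates. The mean correlation was 0.942 over the 12 pairs of samples of the same breed (range 0.911 to 0.958) and 0.938 over the 16 pairs of samples of different breeds (range 0.922 to 0.958). The difference between these means was 0.00368, and 2 of the 35 splits of the 8 samples into 4 and 4, the breeds included, gave a difference as large (exact permutation p = 0.0571). Without the unplaced scaffolds the difference was 0.000587, and 13 of the 35 splits gave one as large (exact permutation p = 0.371). With the replicate block, in which the mean of each pair of same-numbered samples was subtracted first, it was 0.315; the subtraction fixes the correlation of same-numbered samples at -1. The same-numbered samples showed no common deviation (mean correlation -0.017, against 0.0085 for different numbers).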

In a global sense, the breed difference was minimal despite the higher expression of *DNMT1* and *UHRF1* in Angus cultures. 

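The 37 immune-associated genes listed in Tables 1 and 2 all appear in the window files, where 249 windows carry their names. Of these, 49 windows in 21 genes passed the CPM filter, and 0 of them were DMRs. The rate among other gene windows was 54 DMRs in 66876, which corresponds to 0.0395 DMRs in 49 windows (Fisher's exact test, two-sided, p = 1), so that a lower rate in these genes could not be shown with 49 windows. Before adjustment, 4 of the 49 windows (8.16%) had p under 0.05 in edgeR's likelihood-ratio test, against 4.28% of the other gene windows. The lowest p was found in NFKBID, with a log2 fold change of 0.39 (unadjusted p 0.0174 and FDR 0.780, both from edgeR). Without the CPM filter, 0 of the 249 windows were DMRs. None of the 49 regions of Table 3 carried the name of 1 of these genes. As only 49 of the 249 windows reached the CPM filter, differences in the others were tested on few reads.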

Unexpectedly, genes involved in the LPS-response pathway were under-represented in these 49 regions. While it would appear that DNA methylation does not play a major role in the differential breed response to LPS observed in our fibroblast model, MIRA-Seq is only a moderate-resolution technique and a potential limitation of the current study. The MIRA technique is based on the high affinity of a two-protein complex formed by methyl-CpG-binding proteins (MBD) 2b and 3L1, which bind to methylated DNA in a methylated CpG density-dependent manner [31]. Regions of fragmented DNA with greater methylated CpG content, such as CpG islands, will have enhanced affinity for the MBD complex, allowing for enrichment of these regions in the final analysis, whereas regions with low CpG content will be under-represented. While this allows for a comparison of the overall methylome between individuals, MIRA-Seq is not sensitive enough to detect more subtle, but influential, differences in methylation at specific CpG sites. For example, differential methylation at a single CpG site in the *IL6* gene promoter was attributed to differential serum levels of IL6 in patients suffering from rheumatoid arthritis [32]. Patients that were experiencing elevated serum levels of IL6 had lower methylation rates at a single CpG site in the gene promoter, suggesting that methylation at this site represses *IL6* transcription. Subtle differences in CpG methylation between Holstein and Angus cultures may have been lost in our analysis. Future studies of methylation differences between cattle breeds would benefit from a technology with greater resolving power such as those based on sequencing of bisulfite converted DNA [33].

### Identification of biomarkers linked to phenotypic responses

Previously, we have demonstrated age-dependent increases in LPS-responsiveness of fibroblasts collected from the same animals at 5 and 16 months of age [34]. Cultures isolated from young (5-month-old) Holsteins produced considerably lower levels of IL8 following LPS exposure compared to cultures collected from the older (16-month-old) Holsteins. RNA-Seq analysis was completed on the young vs. old cultures following LPS treatment, and revealed several pro-inflammatory response genes, including *IL8*, *IL6*, *CCL20*, *TNF*, and *CXCL2* that had greater expression in older cultures following LPS stimulation [35]. Comparing the RNA-Seq data sets from the previous young vs. older Holstein study, and the current Holstein vs. Angus study revealed several genes that had similar expression patterns defining a high vs. low response phenotype. The higher response phenotype of older animals in the previous study, and Holstein animals in the current study, is characterized by greater expression of *TLR4, IL8, CCL2, CCL5, CCL20*, and *TNF.* These genes are critical in the recognition of and resulting inflammation following infection by Gram-negative bacteria. The identification of this set of biomarkers from the global transcriptome may allow for greater precision in classifying an animal’s innate immune response phenotype even at a young age. This has potential utility in selecting low response replacement heifers as young calves to avoid raising high response animals that are more likely to develop severe rather than milder forms of coliform mastitis. Alternatively, selective modification of the Holstein genome with appropriate Angus genes may be used to generate Holstein animals with a reduced, potentially beneficial, innate response to infection.

## Conclusions

Our previous work on characterizing within-breed variation in innate immune response has now been extended to reveal substantial differences between a dairy and a beef breed. Our fibroblast model system indicates that divergent selection for dairy or beef character has resulted in substantial differences in immune phenotypes between these breeds, with dairy animals being more responsive to LPS than beef animals. Genetic differences between the dairy and beef breeds are likely of key importance, but management differences resulting in differing *in utero* and neonatal environments may lead to epigenetic differences as well. Events such as health of the dam during pregnancy or the level of maternal care a calf receives in early life may lead to epigenetic modifications that alter that animal’s innate immune response phenotype as an adult. Our current studies also provide a set of gene expression biomarkers, measurable in dermal fibroblasts, which are indicative of an animal’s innate immune response magnitude.

## Methods

### Animals and experimental set-up

Female animals of two cattle breeds were used in this study: Angus (*n* = 12) and Holstein (*n* = 5). All animals were 19.4 (±0.1) months of age at the time of skin sampling (see below) and were housed and cared for at the University of Minnesota. The Institutional Animal Care and Use Committee at both the University of Vermont and the University of Minnesota approved all animal procedures prior to beginning the study.

### Dermal fibroblast isolation

Skin biopsies were collected from the shoulder area of animals housed at the University of Minnesota as previously described [18] and shipped overnight on ice packs to the University of Vermont in a transport media consisting of 1X Dulbecco’s PBS (DPBS; Hyclone Laboratories, Logan, UT) with 1X antibiotic cocktail (100 U/mL penicillin, 100μg/mL streptomycin, and 0.25μg/mL amphotericin B; Hyclone Laboratories). Once received, biopsy samples were processed as described [19]. Briefly, fibroblasts were isolated with a 0.5 % collagenase type I enzyme solution (Life Technologies, Grand Island, NY) and seeded in a 25cm^2^ flask (Corning Inc., Corning, NY) in Dulbecco’s Modified Eagle Medium (DMEM; Hyclone Laboratories) with 10 % FBS (Hyclone Laboratories), 1X antibiotic cocktail, and 1X Insulin-Transferrin-Selenium (ITS; Mediatech Inc., Herndon, VA). Upon confluency, cells were detached with 0.25 % trypsin (MP Biomedical, Santa Ana, CA) and seeded into a 75cm^2^ flask (Corning Inc.) in DMEM with 5 % FBS, 1X antibiotic cocktail, and 1X ITS. After approximately four days, cells were expanded into three 75cm^2^ flasks, and once confluent, cells were detached from the flasks with trypsin, diluted in DMEM supplemented with 20 % FBS and 10 % dimethyl sulfoxide (Sigma- Aldrich, St. Louis, MO), and nine aliquots of third passage cells were cryopreserved in liquid nitrogen for subsequent challenges.

### In vitro challenges

A challenge was conducted to compare breed differences in the fibroblast response to LPS exposure on fibroblasts isolated from Holstein and Angus animals. Aliquots of fibroblasts isolated from both breeds were revived in parallel from cryopreservation and cultured in a 75cm^2^ flask in DMEM supplemented with 5 % FBS, 1X antibiotic cocktail, and 1X ITS. Once confluency was reached, cells were detached with 0.25 % trypsin, washed, counted with a cell counter (Bio Rad, Hercules, CA) and seeded into 6-well plates (Corning Inc.) at 1.25 × 10^5^ cells/ml in a total volume of 2ml. Media was replaced 24 h later with 2ml of either fresh media (negative control), media containing 100ng/ml of ultra-pure LPS isolated from *Escherichia coli* O111:B4 (Sigma-Aldrich), or media containing 1ng/ml of recombinant bovine IL1B (AbD Serotech, Raleigh, NC). After the challenge period, media was collected from each well, spun at 10,000x *g* for one minute to remove cell debris, and stored at -20 °C until further analysis.

### IL8 ELISA

The concentration of IL8 in conditioned media samples was determined by a custom sandwich ELISA as described previously [24]. Mouse anti-bovine (clone 170.13, gifted by Samuel Maheswaren, University of Minnesota, St. Paul, MN) and a biotinylated goat anti-human IL8 (R&D Systems Inc., Minneapolis, MN) were used as capture and detection antibodies, respectively. Recombinant bovine IL8 (Thermo Scientific, Rockford, IL) was used as the assay standard. The detection limit for this assay was 130pg/ml. Differences in IL8 protein production between Holstein and Angus fibroblast cultures were determined using a Student’s *t*-test (Graph Pad Prism 6.0).

### RNA-Seq

Fibroblast cultures collected from four animals of each breed (Holstein and Angus) were randomly chosen for investigation of whole transcriptome (RNA-Seq) differences between the breeds. Aliquots from each culture were revived from cryopreservation and grown to confluency in a 75cm^2^ flask with DMEM supplemented with 5 % FBS, 1X antibiotic cocktail, and 1X ITS. Cells were lifted with 0.25 % trypsin, counted, and seeded into 6-well plates at 1.00 × 10^5^ cells/ml. Following a 48 h incubation, fibroblasts were challenged with 100ng/ml of LPS and RNA was collected from replicate wells at three time points: hour zero (control conditions), hour two, and hour eight post-LPS using the PurefectPure RNA Cultured Cell extraction kit (5 Prime, Hamburg, Germany), which includes a DNase treatment step to eliminate DNA contamination. RNA concentration and quality were assessed using a Qubit Spectrofluorometer (Life Technologies, Carlsbad, CA) and an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA), ensuring that all samples had an RNA integrity number (RIN) of 9.5 or greater. Libraries for RNA-seq analysis were constructed as previously described [35]. Briefly, 500ng of total RNA was PolyA enriched using magnetic beads, reversed transcribed, and the resulting cDNA was fragmented, end repaired, and adenylated. Oligonucleotide adaptors (Illumina, San Diego, CA), each with a unique adaptor sequence or barcode, were then ligated onto each sample. PCR amplification was completed using Illumina reagents, followed by quality assessment (as described above), and high accuracy qPCR quantification (KAPA Biosciences kit # 4824, Barre, VT). AMPure XP Magnetic Beads (Beckman Coulter, Pasadena, CA) were used in cDNA clean-up steps. Sequencing was performed using a 12pM/flow cell lane on an Illumina CBOT for flow cell cluster generation and the Illumina HiSeq1000 for sequencing by synthesis equipped with the HiSeq Control and sequence analysis software.

### DNA isolation and methylated CpG island recovery assay (MIRA-Seq)

MIRA-Seq libraries were generated to investigate genome wide methylation levels in fibroblasts isolated from Holstein and Angus cattle. Genomic DNA was isolated from the same Holstein (*n* = 4) and Angus (*n* = 4) cultures used in the RNA-Seq experiment (with no exposure to LPS) using the 5 Prime Pure Perfect Archive DNA Extraction kit (Hamburg, Germany). Following extraction, genomic DNA was sonicated and processed into MIRA-seq libraries of approximately 300–700 bp in size, essentially as described previously [35] starting with 1.5μg of DNA. MIRA pull-down was performed using the Methyl Collector Ultra Kit (Active Motif, Carlsbad CA) per manufacturer’s instructions. Sequencing of the libraries was performed using a 12pM/lane bridge amplification on an Illumina CBOT for flow cell cluster generation and the HiSeq1000 for sequencing by synthesis equipped with the HiSeq Control and sequence analysis software.

### Analysis of RNA-Seq data

Raw sequence reads that had a median quality (Q) score of less than 20, more than 3 uncalled bases, or were less than 25bp following trimming were removed from further analysis, and filtered reads were aligned to the reference UMD v3.1 [36] bovine genome using the software package NextGENe v. 2.3.4 (Softgenetics, State College, PA). In order for a read to be considered a mapped read, alignment parameters required  > 85 % of the read’s length to align to the reference sequence. After reads were mapped using NextGENe, total raw read counts were generated for each annotated gene, as defined by the UCSC genome browser UMD v 3.1/bosTau 6.

RNA-Seq data was analyzed by statistical methods used by edgeR in the R software package (version 3.0.1). Initially, genes with a low read count, defined as at least one mapped read per million mapped reads (counts per million; CPM) in less than 50 % of the samples being compared, were eliminated. For example, comparison of cultures from Holstein and Angus animals at a given time point required analysis of *n* = 4 samples/breed, so at least 4 samples needed a CPM equal to or greater than 1 to be considered for analysis.

A generalized linear model likelihood-ratio test using the limma package was used to conduct comparisons of cultures from animals of the two breeds at the different time points post-LPS for RNA-Seq. Similar analysis was also employed to determine the LPS response (0 h vs. 2 h and 0 h vs. 8 h post-LPS). Raw *p*-values were adjusted to account for multiple comparisons using the Benjamini-Hochberg method [37].

When analyzing the effect of breed on the LPS response, genes were considered differentially expressed if they passed the false discovery rate (FDR) < 0.05 and fold change (FC) ≥ 2 thresholds. The effect of LPS on gene expression was determined by comparing cultures at the 2- and 8-h time points to the 0 h cultures. The Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) [38, 39] was used for functional annotation and analysis by uploading the official gene symbol of statistically significant genes (FC ≥ 2; CPM > 1; FDR < 0.05 for RNA-Seq).

### Analysis of MIRA-Seq

Raw sequence reads were filtered and aligned as described above. After reads were mapped using NextGENe, total raw read counts for each gene, as defined by the UCSC genome browser, UMD v 3.1/bosTau6, were generated. Data analysis was completed using the edgeR module in the R software package (v3.0.1). Genes with a low read count, defined as a CPM of at least 1 in less than 50 % of the samples were removed. A generalized linear model likelihood-ratio test using the limma package was employed to compare methylation levels between cultures from Holstein and Angus animals. Identification of differentially methylated regions (DMR) was completed on 3Kb windows of the genome to allow for an overall assessment of the bovine fibroblast methylome. Raw *p*-values were adjusted to account for multiple comparisons using the Benjamini-Hochberg method [37]. For analysis of MIRA-Seq data, levels of methylation were considered different between breeds if the region passed the FDR < 0.1 and FC ≥ 2 thresholds.

### Quantitative real-time PCR

Five immune-associated genes from those identified in RNA-Seq were selected for quantitative real-time PCR (RT-qPCR). Oligonucleotide primers specific for the following genes were used: *Toll-like receptor 4* (*TLR4*), *interleukin 8 (IL8)*, *tumor necrosis factor alpha* (*TNF*), *chemokine (C-C-motif) ligand 5* (*CCL5*), and *chemokine (C-C-motif) ligand 20* (*CCL20*). Primer sequences are in Table 4. The RNA that was used for the whole transcriptome analysis was also used in RT-qPCR. The Improm II Reverse Transcriptase kit (Promega, Madison, WI) was used to complete first strand cDNA synthesis. Gene expression was quantified by RT-qPCR on a CFX96 Real-Time Instrument (Bio-Rad) using PereCTa SYBR Green Super-Mix, Low ROX kit (Quanta Biosciences). Cycling conditions were: initial denaturation at 95 °C for 2 min; then 40 cycles of denaturation at 95 °C for 15 s, annealing at 60 °C for 30 s, and extension at 72 °C for 1 min. Samples were run in duplicate and melt curves were performed to check amplification of desired gene product. The *beta-actin* (*ACTB*) gene was used as a reference gene for normalization [40, 41]. Cycles to threshold (Ct) were calculated for each sample and analyzed with the ΔCt method with fold change being 2^-ΔΔCt^. Analysis of RT-qPCR data was completed using a two-way ANOVA model with repeated measures (Graph Pad Prism 6.0). Comparisons with *P* < 0.05 were considered statistically significant within experiments.

**Table 4:** RT-qPCR primer pairs used for amplification of target genes

Gene	Forward Primer Sequence	Reverse Primer Sequence	Reference
TLR4	ACTGCAGCTTCAACCGTATC	TAAAGGCTCTGCACACATCA	[42]
IL8	GCTGGCTGTTGCTCTCTTG	AGGTGTGGAATGTGTTTTTATGC	[43]
TNF	TCTTCTCAAGCCTCAAGTAA	CCATGAGGGCATTGGCATAC	[44]
CCL20	TTCGACTGCTGTCTCCGATA	GCACAACTTGTTTCACCCACT	[5]
CCL5	CTGCCTTCGCTGTCCTCCTGATG	TTCTCTGGGTTGGCGCACACCTG	[5]
ACTB	GCAAATGCTTCTAGGCGGACT	CAATCTCATCTCGTTTTCTGCG	[43]

### Relationship between MIRA-Seq and RNA-Seq

To determine a relationship between DNA methylation and gene expression, the average reads per kilobase per million matched reads (RPKM) from the RNA-Seq and MIRA-Seq of the 8 cultures from the two cattle breeds were investigated. Gene body and intergenic regions were determined based on annotations of the UMD v3.1 bovine genome, while gene promoters were defined as -2500 to +500 bp from the gene transcription start site. A two-tailed Fisher’s exact test in the R software package was used to determine the relationship between mRNA transcription levels and DNA methylation, in which, an association was investigated between low or high levels of methylation and either low or high gene expression. Values for gene expression RPKM were calculated as the cumulative size of the gene exons, while for gene methylation, gene body length was the total size of both intronic and exonic segments. All values were normalized to library and transcript size by conversion of read counts into RPKM values. RNA-Seq RPKM values were binned into either low or high levels at a cutoff of RPKM = 5, while MIRA-Seq RPKM values were divided into low and high levels at PRKM = 0.5.

To determine if the type of genomic region had an effect on DNA methylation levels, average RPKM was calculated for gene promoters, gene bodies, and intergenic regions. Gene body and intergenic regions were determined by UMD v3.1 bovine genome, and gene promoters were defined as -2500 to +500 bp of a gene transcription start site. A one-way ANOVA with a Bonferroni post-test for multiple comparisons was run to determine differential methylation levels based on genomic location.

## Availability of supporting data

The datasets supporting the conclusions of this article are available in NCBI’s Gene Expression Omnibus and are accessible through GEO SuperSeries accession number GSE72075 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72075.

## Additional files

Additional file 1: Genes displaying differential gene expression (FDR < 0.05; CPM > 1; 2 ≤ FC ≤ -2) due to LPS at hour 2 as compared to hour 0. A positive fold change indicates higher expression at hour 2 compared to hour 0. CPM = counts per million. FDR = false discovery rate. Data shown for comparisons with an FDR < 0.05; CPM > 1; FC ≥ 2. (PDF 77 kb) Additional file 2: Genes displaying differential gene expression (FDR < 0.05; CPM > 1; 2 ≤ FC ≤ -2) due to LPS at hour 8 as compared to hour 0. A positive fold change indicates higher expression at hour 8 compared to hour 0. CPM = counts per million. FDR = false discovery rate. Data shown for comparisons with an FDR < 0.05; CPM > 1; FC ≥ 2. (PDF 63 kb) Additional file 3: Differentially expressed genes (FDR < 0.05; CPM > 1; 2 ≤ FC ≤ -2) between Holstein and Angus fibroblast cultures exposed to 100ng/ml LPS for 0, 2, and 8 h. A positive fold change indicates higher expression in Holstein cultures. CPM = counts per million. FDR = false discovery rate.

# Supplementary material for: Differential responsiveness of Holstein and Angus dermal fibroblasts to LPS challenge occurs without major differences in the methylome
**Source:** BMC Genomics. 2016 Mar 24;17:258. doi: 10.1186/s12864-016-2565-x
**Supplement:** Additional file 1: — Genes displaying differential gene expression (FDR < 0.05; CPM > 1; 2 ≤ FC ≤ -2) due to LPS at hour 2 as compared to hour 0. A positive fold change indicates higher expression at hour 2 compared to hour 0. CPM = counts per million. FDR = false discovery rate. Data shown for comparisons with an FDR < 0.05; CPM > 1; FC ≥ 2.

| Gene         | Chromosome | FC     | CPM    | FDR      |
|--------------|------------|--------|--------|----------|
| CX3CL1       | 18         | 994.64 | 2.29   | 9.47E-29 |
| IL8          | 6          | 325.72 | 21.20  | 1.03E-61 |
| CD83         | 23         | 117.68 | 1.86   | 3.58E-41 |
| IL6          | 4          | 88.16  | 21.40  | 2.79E-22 |
| FOSB         | 18         | 86.78  | 29.47  | 3.15E-56 |
| ARC          | 14         | 71.60  | 1.33   | 2.39E-36 |
| RND1         | 5          | 69.59  | 29.82  | 4.85E-14 |
| CXCL2        | 6          | 67.91  | 77.53  | 4.95E-61 |
| XIRP1        | 22         | 53.97  | 17.27  | 1.96E-22 |
| EGR3         | 8          | 51.35  | 5.99   | 5.31E-33 |
| CCL5         | 19         | 49.57  | 9.24   | 2.20E-17 |
| SLCO4A1      | 13         | 48.94  | 4.68   | 1.61E-20 |
| TNFAIP3      | 9          | 43.53  | 15.77  | 1.03E-41 |
| ZBTB46       | 13         | 42.37  | 1.38   | 3.59E-43 |
| C2CD4B       | 10         | 39.43  | 1.11   | 2.45E-14 |
| PTX3         | 1          | 33.82  | 6.15   | 1.76E-11 |
| PTGS2        | 16         | 28.68  | 116.12 | 9.12E-43 |
| LOC100138376 | 16         | 28.19  | 72.70  | 1.53E-42 |
| LIF          | 17         | 24.90  | 31.21  | 9.87E-15 |
| NFKBIA       | 21         | 24.25  | 72.14  | 3.11E-46 |
| CTSW         | 29         | 18.81  | 6.58   | 2.05E-20 |
| HAS2         | 14         | 18.81  | 7.02   | 1.07E-22 |
| CCL2         | 19         | 14.88  | 80.20  | 1.08E-16 |
| RGS16        | 16         | 14.63  | 17.51  | 3.29E-38 |
| CFB          | 23         | 14.52  | 6.03   | 2.94E-07 |
| F3           | 3          | 13.49  | 142.24 | 2.30E-07 |
| DUSP5        | 26         | 12.53  | 6.63   | 1.61E-20 |
| IRF1         | 7          | 12.31  | 24.94  | 2.22E-22 |
| LOC100848038 | 7          | 12.28  | 54.97  | 2.17E-23 |
| CXCL6        | 6          | 12.27  | 70.53  | 2.74E-13 |
| NFKBIZ       | 1          | 11.73  | 52.37  | 4.20E-28 |
| VCAM1        | 3          | 10.70  | 1.96   | 8.06E-09 |
| KCNN4        | 18         | 9.96   | 1.59   | 2.72E-12 |
| NFATC1       | 24         | 9.88   | 80.21  | 1.69E-50 |
| CDA          | 2          | 9.46   | 1.20   | 3.10E-10 |
| IL1A         | 11         | 9.24   | 1.50   | 1.63E-08 |
| HBEGF        | 7          | 8.47   | 2.58   | 7.36E-18 |
| LOC100337435 | 21         | 8.42   | 21.77  | 6.19E-08 |
| WNT10B       | 5          | 7.44   | 7.89   | 1.25E-19 |
| NR4A1        | 5          | 7.31   | 59.10  | 4.94E-30 |
| BIRC3        | 15         | 7.28   | 45.80  | 7.79E-21 |
| LOC518986    | 19         | 7.10   | 2.58   | 6.01E-07 |
| GCNT4        | 10         | 7.05   | 3.99   | 2.24E-16 |

|              |    |      |        |          |
|--------------|----|------|--------|----------|
| IER3         | 23 | 6.47 | 85.23  | 2.08E-23 |
| ZC3H12A      | 3  | 6.34 | 19.90  | 1.11E-18 |
| LOC100336748 | 9  | 6.07 | 1.28   | 0.0207   |
| IL11         | 18 | 5.96 | 1.27   | 1.66E-16 |
| SAMD11       | 16 | 5.86 | 42.06  | 6.26E-18 |
| NR4A3        | 8  | 5.57 | 13.06  | 1.50E-26 |
| LOC782264    | 12 | 5.41 | 3.10   | 2.70E-15 |
| MAP3K8       | 13 | 5.24 | 6.70   | 2.65E-08 |
| HAS1         | 18 | 5.19 | 1.61   | 6.32E-07 |
| TMEM88       | 19 | 5.15 | 1.43   | 9.34E-07 |
| MARCKSL1     | 2  | 5.00 | 10.21  | 8.71E-17 |
| N4BP3        | 7  | 4.98 | 6.13   | 7.67E-19 |
| RELB         | 18 | 4.84 | 19.95  | 2.67E-19 |
| PHF21B       | 5  | 4.82 | 6.00   | 1.94E-22 |
| PIM1         | 23 | 4.81 | 26.93  | 3.01E-14 |
| JAG2         | 21 | 4.70 | 1.17   | 8.42E-05 |
| ELFN1        | 25 | 4.60 | 2.23   | 1.24E-11 |
| CCDC85B      | 29 | 4.54 | 29.59  | 2.63E-11 |
| NAB2         | 5  | 4.52 | 63.42  | 7.32E-77 |
| ERRFI1       | 16 | 4.37 | 124.07 | 8.54E-17 |
| FOSL1        | 29 | 4.35 | 89.25  | 4.90E-08 |
| LOC100847310 | 18 | 4.26 | 172.82 | 5.56E-34 |
| NFATC2       | 13 | 4.19 | 2.71   | 2.35E-08 |
| OLR1         | 5  | 4.18 | 41.72  | 7.26E-05 |
| PLAUR        | 18 | 4.17 | 156.18 | 5.36E-34 |
| TNFRSF1B     | 16 | 3.99 | 3.10   | 4.05E-17 |
| TRIB1        | 14 | 3.97 | 19.12  | 5.08E-16 |
| HIVEP3       | 3  | 3.97 | 4.98   | 1.45E-14 |
| CILP2        | 7  | 3.96 | 2.53   | 6.04E-13 |
| ZSWIM4       | 7  | 3.93 | 14.21  | 4.59E-13 |
| JUNB         | 7  | 3.91 | 66.80  | 1.76E-12 |
| SMAD7        | 24 | 3.91 | 24.56  | 7.59E-25 |
| SERPINB2     | 24 | 3.82 | 6.52   | 0.00341  |
| IL15RA       | 13 | 3.74 | 21.72  | 5.51E-31 |
| KDM6B        | 19 | 3.72 | 48.60  | 5.03E-09 |
| CD37         | 18 | 3.70 | 3.13   | 5.34E-15 |
| LOC100847884 | 4  | 3.68 | 3.60   | 9.73E-15 |
| TMEM100      | 19 | 3.67 | 1.07   | 0.00273  |
| LOC100336535 | 19 | 3.65 | 1.58   | 0.0124   |
| PDE4B        | 3  | 3.64 | 8.30   | 4.28E-07 |
| NFKB1        | 6  | 3.58 | 31.22  | 6.27E-22 |
| LOC509420    | 8  | 3.53 | 1.90   | 2.36E-12 |
| NPAS4        | 29 | 3.51 | 2.38   | 6.76E-11 |
| C13H20orf112 | 13 | 3.50 | 5.03   | 7.07E-10 |

|              |    |      |        |          |
|--------------|----|------|--------|----------|
| ATP8A2       | 12 | 3.49 | 6.91   | 1.82E-17 |
| GPC6         | 12 | 3.48 | 21.95  | 3.17E-08 |
| DNAH2        | 19 | 3.47 | 1.68   | 2.44E-06 |
| NUAK2        | 16 | 3.43 | 30.05  | 4.30E-17 |
| DUSP6        | 5  | 3.42 | 12.79  | 1.54E-06 |
| IL1RL1       | 11 | 3.40 | 12.10  | 3.05E-09 |
| TNIP1        | 7  | 3.39 | 76.91  | 3.51E-10 |
| SDC4         | 13 | 3.38 | 89.15  | 6.02E-23 |
| CXXC5        | 7  | 3.38 | 62.85  | 3.99E-42 |
| MARCH10      | 19 | 3.37 | 7.35   | 6.72E-16 |
| HMGA1        | 23 | 3.37 | 18.53  | 2.41E-27 |
| RNF19B       | 2  | 3.32 | 22.12  | 3.41E-23 |
| CLCF1        | 29 | 3.32 | 9.97   | 5.14E-23 |
| EGFLAM       | 20 | 3.32 | 7.34   | 4.66E-30 |
| LOC785529    | 7  | 3.28 | 5.97   | 2.58E-17 |
| TIFA         | 6  | 3.27 | 1.31   | 1.52E-06 |
| LOC510442    | 7  | 3.26 | 92.94  | 5.91E-36 |
| TNFAIP6      | 2  | 3.26 | 10.43  | 6.05E-06 |
| RNF125       | 24 | 3.25 | 4.84   | 5.27E-09 |
| CMPK2        | 11 | 3.18 | 1.49   | 1.44E-08 |
| LOC100337034 | 11 | 3.16 | 1.72   | 4.06E-10 |
| ARRDC2       | 7  | 3.15 | 12.96  | 2.35E-08 |
| TCF7         | 7  | 3.15 | 12.45  | 5.42E-08 |
| METRNL       | 19 | 3.14 | 56.28  | 1.14E-15 |
| LOC100298963 | 17 | 3.13 | 1.68   | 4.74E-09 |
| BCL2L11      | 11 | 3.13 | 3.44   | 7.24E-10 |
| LOC100335751 | 6  | 3.11 | 5.01   | 1.23E-12 |
| TBX3         | 17 | 3.08 | 5.98   | 2.38E-11 |
| LOC100847896 | 15 | 3.07 | 2.76   | 0.0322   |
| GPRC5A       | 5  | 3.05 | 1.58   | 0.000282 |
| BTG2         | 16 | 3.02 | 14.21  | 0.000522 |
| BHLHE40      | 22 | 3.01 | 296.02 | 9.00E-13 |
| LOC100138596 | 12 | 3.01 | 13.18  | 1.25E-14 |
| LOC100139891 | 8  | 2.99 | 6.47   | 8.39E-16 |
| IRF5         | 4  | 2.98 | 4.81   | 0.00199  |
| SYNJ2        | 9  | 2.98 | 11.14  | 3.23E-14 |
| LIMD1        | 22 | 2.97 | 29.21  | 3.17E-39 |
| IPMK         | 26 | 2.97 | 6.29   | 1.20E-11 |
| C15H11orf96  | 15 | 2.96 | 45.22  | 7.93E-06 |
| SLC2A1       | 3  | 2.95 | 24.14  | 5.24E-10 |
| CD40         | 13 | 2.93 | 16.16  | 6.04E-13 |
| PPP1R13L     | 18 | 2.92 | 33.98  | 4.79E-13 |
| LRRC32       | 15 | 2.92 | 39.72  | 2.32E-18 |
| ZNF385A      | 5  | 2.91 | 13.38  | 4.62E-06 |
| C23H6orf145  | 23 | 2.86 | 37.59  | 2.52E-32 |

|              |    |      |        |          |
|--------------|----|------|--------|----------|
| JHDM1D       | 4  | 2.85 | 6.47   | 9.13E-11 |
| ID1          | 13 | 2.85 | 42.05  | 6.74E-05 |
| VASN         | 25 | 2.85 | 86.32  | 1.60E-17 |
| EPHA2        | 2  | 2.84 | 42.96  | 6.43E-24 |
| ZNF469       | 18 | 2.84 | 31.51  | 4.03E-16 |
| LOC514750    | 7  | 2.83 | 1.92   | 1.41E-07 |
| TP53I11      | 15 | 2.83 | 2.73   | 0.0139   |
| KCNK6        | 18 | 2.82 | 12.01  | 7.40E-05 |
| LIFR         | 20 | 2.81 | 4.02   | 7.36E-07 |
| LOC100294865 | 22 | 2.79 | 42.74  | 2.64E-11 |
| FOXA3        | 18 | 2.78 | 1.16   | 9.67E-06 |
| DLX3         | 19 | 2.76 | 2.38   | 1.16E-05 |
| GJC1         | 19 | 2.72 | 9.47   | 2.08E-08 |
| FAM65C       | 13 | 2.71 | 1.58   | 0.00177  |
| PLK3         | 3  | 2.69 | 36.93  | 4.21E-18 |
| WNT5A        | 22 | 2.68 | 15.27  | 0.00143  |
| KLHL21       | 16 | 2.68 | 122.54 | 3.16E-28 |
| MAFF         | 5  | 2.66 | 10.01  | 2.54E-11 |
| CSRNP1       | 22 | 2.66 | 16.64  | 7.24E-05 |
| ADORA2B      | 19 | 2.64 | 1.17   | 0.000260 |
| SV2C         | 10 | 2.63 | 2.75   | 7.64E-05 |
| FLT1         | 12 | 2.62 | 34.53  | 6.21E-10 |
| HMOX1        | 5  | 2.59 | 44.61  | 0.000302 |
| FHDC1        | 17 | 2.59 | 7.98   | 4.14E-08 |
| CAMKK1       | 19 | 2.57 | 4.43   | 9.85E-07 |
| RASL12       | 10 | 2.55 | 11.48  | 3.44E-12 |
| NR4A2        | 2  | 2.55 | 19.89  | 5.34E-15 |
| EFNB2        | 12 | 2.55 | 1.85   | 0.0169   |
| FOXC2        | 18 | 2.54 | 2.68   | 0.0122   |
| RGS17        | 9  | 2.54 | 7.84   | 0.000372 |
| LOC100297270 | 15 | 2.54 | 8.49   | 2.43E-15 |
| TMEM64       | 14 | 2.50 | 12.42  | 5.43E-21 |
| SAMD4A       | 10 | 2.50 | 36.56  | 2.51E-23 |
| PHLDB1       | 15 | 2.49 | 106.88 | 1.92E-20 |
| SGMS2        | 6  | 2.48 | 4.27   | 1.41E-12 |
| RAB11FIP1    | 27 | 2.48 | 3.89   | 0.0138   |
| NRN1         | 23 | 2.46 | 141.20 | 2.20E-07 |
| F2R          | 10 | 2.46 | 4.60   | 5.77E-05 |
| MAP2K3       | 19 | 2.44 | 97.15  | 1.10E-29 |
| TSPAN18      | 15 | 2.44 | 2.02   | 0.0302   |
| HSPA1A       | 23 | 2.44 | 99.80  | 5.29E-23 |
| FAM20A       | 19 | 2.43 | 14.62  | 3.20E-07 |
| TICAM1       | 7  | 2.43 | 13.06  | 1.61E-13 |
| AXIN2        | 19 | 2.41 | 5.84   | 1.50E-08 |
| ADPRHL1      | 12 | 2.41 | 1.59   | 0.000936 |

|              |    |      |        |          |
|--------------|----|------|--------|----------|
| SPRY4        | 7  | 2.40 | 2.70   | 6.61E-05 |
| PMEPA1       | 13 | 2.40 | 34.08  | 8.48E-05 |
| LOC100848842 | 19 | 2.40 | 2.97   | 4.39E-05 |
| MYLK2        | 13 | 2.40 | 1.56   | 5.44E-06 |
| STAC2        | 19 | 2.39 | 3.69   | 1.89E-10 |
| RASSF4       | 28 | 2.38 | 6.39   | 0.00458  |
| LETM2        | 27 | 2.38 | 3.35   | 3.17E-06 |
| LOC529061    | 20 | 2.38 | 12.14  | 6.31E-15 |
| BCL3         | 18 | 2.37 | 24.57  | 1.95E-05 |
| LOC533821    | 27 | 2.37 | 2.85   | 0.00271  |
| ITPRIP       | 26 | 2.36 | 33.32  | 4.08E-23 |
| SPSB1        | 16 | 2.36 | 18.23  | 3.76E-09 |
| LOC100847176 | 10 | 2.36 | 2.05   | 3.33E-08 |
| TNFSF9       | 7  | 2.36 | 20.02  | 3.85E-10 |
| C10H14orf43  | 10 | 2.35 | 28.26  | 7.42E-10 |
| ETS1         | 29 | 2.35 | 71.85  | 2.45E-28 |
| HEY2         | 9  | 2.35 | 2.52   | 0.0327   |
| NFKBID       | 18 | 2.34 | 6.39   | 3.69E-05 |
| ALDH1A3      | 21 | 2.34 | 49.16  | 0.000140 |
| CSF1         | 3  | 2.34 | 41.77  | 4.27E-05 |
| SPATA13      | 12 | 2.33 | 2.52   | 5.20E-06 |
| SLC20A1      | 11 | 2.32 | 144.24 | 2.34E-13 |
| SAP25        | 25 | 2.31 | 1.22   | 0.00936  |
| CCDC97       | 18 | 2.31 | 27.46  | 2.55E-23 |
| LHFPL2       | 10 | 2.31 | 43.45  | 6.60E-18 |
| MFSD2A       | 3  | 2.30 | 64.32  | 1.51E-09 |
| BAIAP2       | 19 | 2.29 | 36.94  | 2.34E-13 |
| INSIG1       | 4  | 2.29 | 10.83  | 1.57E-09 |
| TSKU         | 15 | 2.29 | 53.32  | 4.48E-19 |
| NFKBIE       | 23 | 2.28 | 9.86   | 9.51E-08 |
| ZSWIM6       | 20 | 2.28 | 16.84  | 1.98E-17 |
| FURIN        | 21 | 2.27 | 56.03  | 7.19E-18 |
| IFNAR2       | 1  | 2.27 | 19.25  | 8.33E-08 |
| CISH         | 22 | 2.27 | 1.25   | 0.00610  |
| IL18R1       | 11 | 2.27 | 20.15  | 5.42E-08 |
| FAM102A      | 11 | 2.26 | 6.65   | 6.33E-06 |
| NDP          | X  | 2.26 | 1.23   | 0.00855  |
| MAP3K11      | 29 | 2.26 | 13.18  | 4.87E-14 |
| PAPD7        | 20 | 2.25 | 44.52  | 1.03E-19 |
| RASGEF1A     | 28 | 2.25 | 2.41   | 0.00458  |
| CORO7        | 25 | 2.24 | 90.14  | 1.77E-12 |
| SKIL         | 1  | 2.24 | 43.21  | 3.92E-10 |
| CDK17        | 5  | 2.23 | 36.47  | 1.29E-15 |
| MSX1         | 6  | 2.23 | 2.70   | 0.000270 |
| EFHD2        | 16 | 2.23 | 91.52  | 2.09E-13 |

|           |    |       |         |          |
|-----------|----|-------|---------|----------|
| HRH1      | 22 | 2.22  | 1.32    | 0.0261   |
| SH3BP2    | 6  | 2.22  | 28.12   | 7.89E-05 |
| BCOR      | X  | 2.20  | 47.15   | 1.24E-19 |
| DNAJB1    | 7  | 2.20  | 37.25   | 7.69E-21 |
| NAB1      | 2  | 2.20  | 36.48   | 1.02E-17 |
| AMPD2     | 3  | 2.20  | 49.25   | 7.57E-15 |
| SERPINE1  | 25 | 2.20  | 3931.72 | 1.44E-08 |
| PPM1D     | 19 | 2.19  | 16.91   | 1.52E-17 |
| BST2      | 7  | 2.19  | 2.90    | 0.0170   |
| HIC1      | 19 | 2.17  | 7.40    | 2.14E-06 |
| SERTAD1   | 18 | 2.17  | 26.07   | 1.30E-15 |
| TRIM36    | 10 | 2.16  | 2.55    | 0.00115  |
| MUC12     | 25 | 2.16  | 3579.28 | 1.53E-08 |
| EFNB1     | X  | 2.15  | 27.91   | 2.98E-10 |
| PDLIM4    | 7  | 2.15  | 42.96   | 3.93E-09 |
| GFPT2     | 7  | 2.14  | 67.07   | 9.24E-06 |
| TSHZ3     | 18 | 2.14  | 18.42   | 1.25E-14 |
| HS3ST2    | 25 | 2.12  | 65.91   | 0.0500   |
| SELPLG    | 17 | 2.11  | 1.08    | 0.00133  |
| LOC781048 | 7  | 2.11  | 5.61    | 1.80E-06 |
| CD3EAP    | 18 | 2.11  | 12.12   | 9.84E-14 |
| PHLDA1    | 5  | 2.09  | 6.93    | 6.04E-05 |
| BACH1     | 1  | 2.09  | 34.09   | 8.48E-07 |
| TWIST2    | 3  | 2.08  | 52.62   | 1.89E-13 |
| BDKRB2    | 21 | 2.07  | 4.00    | 0.000382 |
| CEBPD     | 14 | 2.07  | 20.60   | 0.000248 |
| TGIF1     | 24 | 2.06  | 13.18   | 1.79E-12 |
| NUMBL     | 18 | 2.06  | 28.06   | 9.30E-15 |
| ABR       | 19 | 2.06  | 114.21  | 6.61E-18 |
| SLC35E4   | 17 | 2.05  | 4.86    | 9.73E-07 |
| KIAA1522  | 2  | 2.05  | 1.73    | 0.0110   |
| BCAR1     | 18 | 2.04  | 76.38   | 1.45E-13 |
| TGFB1     | 18 | 2.03  | 71.76   | 5.10E-16 |
| FSTL3     | 7  | 2.02  | 64.68   | 1.77E-15 |
| AMD1      | 9  | 2.01  | 125.39  | 3.96E-08 |
| LFNG      | 25 | 2.01  | 46.64   | 1.33E-05 |
| DCUN1D2   | 12 | 2.01  | 10.72   | 5.72E-10 |
| LDLR      | 7  | 2.01  | 158.07  | 1.05E-11 |
| RASA2     | 1  | 2.01  | 36.98   | 1.54E-13 |
| SERTAD2   | 11 | 2.01  | 8.86    | 1.10E-06 |
| STAC      | 22 | 2.00  | 39.17   | 1.42E-08 |
| RABGEF1   | 25 | 2.00  | 35.97   | 8.11E-10 |
| MYOZ2     | 6  | -2.00 | 1.06    | 3.77E-05 |
| ZNF319    | 18 | -2.01 | 1.03    | 0.000731 |
| ZFP1      | 18 | -2.02 | 1.25    | 2.12E-05 |

|              |    |       |        |          |
|--------------|----|-------|--------|----------|
| ZNF280C      | X  | -2.02 | 2.25   | 0.00848  |
| LOC100848732 | 14 | -2.03 | 1.38   | 0.000220 |
| RNF34        | 17 | -2.03 | 6.71   | 2.32E-05 |
| MID1IP1      | X  | -2.03 | 36.02  | 3.46E-10 |
| LOC100848708 | 7  | -2.03 | 1.04   | 0.00302  |
| SHROOM1      | 7  | -2.03 | 1.21   | 0.00132  |
| LOC100847387 | 2  | -2.03 | 2.48   | 4.02E-06 |
| METTL4       | 24 | -2.03 | 2.51   | 0.000310 |
| PRICKLE2     | 22 | -2.04 | 2.25   | 0.00485  |
| GADD45A      | 3  | -2.04 | 80.80  | 3.83E-14 |
| PAX6         | 15 | -2.04 | 4.01   | 0.00256  |
| ATOH8        | 11 | -2.04 | 13.72  | 4.18E-07 |
| ZFHX2        | 10 | -2.04 | 1.51   | 0.00362  |
| ZNF674       | X  | -2.05 | 3.71   | 2.19E-06 |
| LOC100138767 | 18 | -2.05 | 5.98   | 0.0346   |
| RIN1         | 29 | -2.06 | 2.68   | 0.000475 |
| PRDM6        | 7  | -2.08 | 2.06   | 0.000409 |
| C13H20orf177 | 13 | -2.08 | 1.45   | 1.94E-06 |
| CHAMP1       | 12 | -2.08 | 17.43  | 1.50E-16 |
| ZNF839       | 21 | -2.08 | 5.06   | 8.13E-07 |
| NIM1         | 20 | -2.09 | 1.18   | 3.08E-05 |
| RND3         | 2  | -2.10 | 128.58 | 8.19E-06 |
| TCEANC       | X  | -2.10 | 2.30   | 2.74E-07 |
| GLI2         | 2  | -2.10 | 2.57   | 0.000720 |
| STARD10      | 15 | -2.10 | 2.21   | 0.000424 |
| ZNF624       | 19 | -2.10 | 3.80   | 6.17E-09 |
| ZNF18        | 19 | -2.11 | 8.98   | 6.72E-10 |
| LIPE         | 18 | -2.11 | 2.28   | 0.000904 |
| FAM186B      | 5  | -2.11 | 1.48   | 9.57E-07 |
| LOC540312    | X  | -2.13 | 2.20   | 0.00129  |
| CACNB2       | 13 | -2.15 | 2.85   | 1.49E-07 |
| PRICKLE1     | 5  | -2.16 | 4.10   | 0.00188  |
| LOC100849024 | 22 | -2.16 | 1.50   | 3.19E-05 |
| SP7          | 5  | -2.16 | 3.19   | 0.000575 |
| FGD4         | 5  | -2.17 | 6.23   | 4.52E-05 |
| SLC1A3       | 20 | -2.18 | 1.85   | 0.0267   |
| NUDT18       | 8  | -2.18 | 2.18   | 0.000234 |
| SRL          | 25 | -2.18 | 4.54   | 8.39E-06 |
| EMX2         | 26 | -2.18 | 21.10  | 1.49E-12 |
| STC2         | 20 | -2.18 | 5.00   | 8.35E-09 |
| FOS          | 10 | -2.18 | 20.33  | 1.05E-06 |
| MEIS1        | 11 | -2.19 | 5.56   | 5.92E-08 |
| LGALS4       | 18 | -2.19 | 1.96   | 0.0419   |
| C10H14orf93  | 10 | -2.19 | 3.03   | 0.000506 |
| CEP57L1      | 9  | -2.20 | 3.89   | 1.38E-06 |

|              |    |       |       |          |
|--------------|----|-------|-------|----------|
| ZC3H6        | 11 | -2.21 | 3.19  | 0.000417 |
| TRIB3        | 13 | -2.22 | 47.53 | 1.17E-10 |
| ZNF572       | 14 | -2.23 | 6.65  | 1.11E-12 |
| ARHGEF26     | 1  | -2.24 | 2.17  | 1.78E-05 |
| NOD1         | 4  | -2.24 | 1.76  | 0.000575 |
| SETMAR       | 22 | -2.24 | 2.48  | 1.43E-06 |
| SPATA7       | 10 | -2.27 | 8.69  | 1.64E-07 |
| LRRC29       | 18 | -2.28 | 1.14  | 8.54E-06 |
| LOC100847448 | 20 | -2.28 | 37.05 | 7.15E-18 |
| ZNF182       | X  | -2.28 | 2.03  | 5.35E-07 |
| MEOX2        | 4  | -2.30 | 7.03  | 7.15E-06 |
| AHR          | 4  | -2.30 | 4.45  | 1.58E-10 |
| EID2         | 18 | -2.30 | 1.04  | 0.0136   |
| OXSM         | 27 | -2.31 | 2.32  | 2.60E-07 |
| PIK3R1       | 20 | -2.32 | 32.77 | 2.17E-17 |
| PPP1R3B      | 27 | -2.33 | 5.25  | 1.36E-09 |
| ARID5B       | 28 | -2.33 | 29.80 | 3.34E-17 |
| LYSMD4       | 21 | -2.34 | 2.22  | 1.51E-05 |
| LOC614357    | 5  | -2.36 | 3.30  | 0.000969 |
| FAM84B       | 14 | -2.36 | 8.83  | 7.19E-05 |
| LOC781565    | 1  | -2.36 | 16.63 | 0.0327   |
| NFIL3        | 8  | -2.38 | 32.27 | 9.00E-19 |
| ARRDC3       | 7  | -2.38 | 14.02 | 1.54E-06 |
| FLRT3        | 13 | -2.38 | 2.39  | 9.85E-07 |
| C21H14orf28  | 21 | -2.38 | 4.81  | 3.13E-09 |
| ZBTB7C       | 24 | -2.38 | 1.97  | 0.00738  |
| LOC513640    | 28 | -2.42 | 3.15  | 3.37E-11 |
| CDKN2B       | 8  | -2.42 | 13.38 | 0.000234 |
| CYP2U1       | 6  | -2.43 | 1.42  | 1.25E-06 |
| CBX2         | 19 | -2.43 | 1.19  | 3.95E-06 |
| RAB30        | 29 | -2.44 | 2.22  | 9.75E-08 |
| RCOR2        | 29 | -2.44 | 3.05  | 0.0129   |
| MAP3K13      | 1  | -2.47 | 2.14  | 1.65E-06 |
| MYLK3        | 18 | -2.50 | 1.33  | 0.000691 |
| ARRDC4       | 21 | -2.51 | 7.26  | 1.88E-07 |
| KCNJ2        | 19 | -2.53 | 1.94  | 2.16E-08 |
| CCDC14       | 1  | -2.55 | 1.81  | 1.66E-07 |
| MAMSTR       | 18 | -2.59 | 3.44  | 8.36E-13 |
| IRX3         | 18 | -2.62 | 5.51  | 7.97E-12 |
| JUB          | 10 | -2.63 | 5.68  | 1.15E-08 |
| C8H9orf150   | 8  | -2.64 | 7.09  | 3.60E-11 |
| RWDD3        | 3  | -2.66 | 3.00  | 7.40E-10 |
| TRIM66       | 15 | -2.69 | 1.05  | 1.99E-06 |
| ZNF789       | 25 | -2.70 | 1.13  | 1.46E-09 |
| PPM1K        | 6  | -2.74 | 53.07 | 4.27E-07 |

|              |    |        |       |          |
|--------------|----|--------|-------|----------|
| NUAK1        | 5  | -2.76  | 49.94 | 1.11E-09 |
| SESN2        | 2  | -2.83  | 32.72 | 7.26E-26 |
| IRX5         | 18 | -2.86  | 8.56  | 3.08E-18 |
| CBX4         | 19 | -2.89  | 12.00 | 7.93E-18 |
| NR1D1        | 19 | -2.93  | 7.96  | 2.24E-16 |
| FAM46B       | 2  | -3.06  | 6.20  | 5.09E-09 |
| LOC100847770 | 13 | -3.06  | 1.42  | 1.35E-06 |
| C3H1orf51    | 3  | -3.07  | 1.48  | 8.62E-09 |
| ZNF22        | 28 | -3.09  | 3.92  | 4.05E-20 |
| KIAA0226L    | 12 | -3.12  | 3.65  | 0.00126  |
| SPRY1        | 17 | -3.22  | 3.25  | 2.97E-11 |
| PTPDC1       | 8  | -3.41  | 2.43  | 2.08E-17 |
| THNSL2       | 11 | -3.47  | 1.06  | 0.00876  |
| LRIG3        | 5  | -3.60  | 28.54 | 7.52E-14 |
| PDK4         | 4  | -4.59  | 1.10  | 0.000178 |
| CHAC1        | 10 | -4.79  | 14.59 | 9.12E-43 |
| RNF122       | 27 | -5.37  | 2.33  | 0.0357   |
| TXNIP        | 3  | -5.43  | 45.34 | 1.30E-15 |
| LOC100848155 | 3  | -5.62  | 5.72  | 3.01E-11 |
| KCNE4        | 2  | -11.08 | 3.52  | 4.57E-10 |

# Supplementary material for: Differential responsiveness of Holstein and Angus dermal fibroblasts to LPS challenge occurs without major differences in the methylome
**Source:** BMC Genomics. 2016 Mar 24;17:258. doi: 10.1186/s12864-016-2565-x
**Supplement:** Additional file 2: — Genes displaying differential gene expression (FDR < 0.05; CPM > 1; 2 ≤ FC ≤ -2) due to LPS at hour 8 as compared to hour 0. A positive fold change indicates higher expression at hour 8 compared to hour 0. CPM = counts per million. FDR = false discovery rate. Data shown for comparisons with an FDR < 0.05; CPM > 1; FC ≥ 2.

| <b>Gene</b>  | <b>Chromosome</b> | <b>FC</b> | <b>CPM</b> | <b>FDR</b> |
|--------------|-------------------|-----------|------------|------------|
| CCL20        | 2                 | 3147.31   | 2.53       | 1.12E-18   |
| SAA3         | 29                | 1145.59   | 3.87       | 1.40E-23   |
| IL8          | 6                 | 387.80    | 26.47      | 6.01E-43   |
| ISG15        | 16                | 308.32    | 6.23       | 1.72E-29   |
| MX2          | 1                 | 156.60    | 1.53       | 1.85E-15   |
| CCL5         | 19                | 132.81    | 25.79      | 2.62E-22   |
| OAS1         | 17                | 128.69    | 14.30      | 3.52E-17   |
| IL6          | 4                 | 124.12    | 31.73      | 1.69E-36   |
| CFB          | 23                | 118.45    | 48.71      | 7.77E-21   |
| OAS2         | 17                | 65.58     | 1.86       | 4.19E-12   |
| VCAM1        | 3                 | 44.98     | 8.08       | 1.69E-15   |
| CXCL6        | 6                 | 44.95     | 257.47     | 2.19E-26   |
| RSAD2        | 11                | 44.30     | 1.13       | 7.32E-18   |
| ZBP1         | 13                | 32.06     | 1.41       | 2.78E-16   |
| CXCL2        | 6                 | 31.62     | 38.77      | 1.92E-65   |
| PTX3         | 1                 | 29.95     | 5.78       | 7.42E-12   |
| RND1         | 5                 | 23.85     | 11.10      | 6.58E-09   |
| IFIH1        | 2                 | 23.75     | 5.94       | 4.28E-21   |
| BST2         | 7                 | 21.10     | 21.08      | 3.07E-18   |
| STRA6        | 21                | 20.32     | 3.65       | 4.34E-09   |
| IFI27        | 21                | 17.91     | 2.01       | 3.72E-05   |
| CCL2         | 19                | 14.57     | 82.85      | 2.73E-14   |
| TNFAIP3      | 9                 | 13.82     | 5.56       | 2.62E-22   |
| OCLN         | 20                | 13.77     | 1.43       | 1.43E-24   |
| LOC508347    | 3                 | 11.58     | 1.55       | 6.92E-12   |
| CYP3A4       | 25                | 10.56     | 49.32      | 6.39E-11   |
| HAS2         | 14                | 10.47     | 4.31       | 7.02E-21   |
| SLCO4A1      | 13                | 10.28     | 1.15       | 2.58E-09   |
| CDA          | 2                 | 10.23     | 1.37       | 1.89E-08   |
| TGM3         | 13                | 9.44      | 21.58      | 2.30E-06   |
| NFKBIA       | 21                | 9.34      | 31.14      | 1.37E-33   |
| MX1          | 1                 | 8.86      | 19.67      | 1.17E-08   |
| PDPN         | 16                | 8.68      | 6.31       | 2.97E-13   |
| PTGS2        | 16                | 8.48      | 39.13      | 3.13E-19   |
| LOC100138376 | 16                | 8.48      | 24.92      | 2.40E-18   |
| LOC100848019 | 9                 | 8.15      | 36.82      | 6.15E-13   |
| RTP4         | 1                 | 7.89      | 1.55       | 2.55E-12   |
| OLR1         | 5                 | 7.81      | 74.82      | 1.84E-07   |
| ARNTL2       | 5                 | 7.80      | 1.73       | 6.66E-09   |
| NCALD        | 14                | 7.52      | 1.65       | 7.79E-09   |
| LOC511531    | 3                 | 7.42      | 6.85       | 9.30E-11   |
| DHX58        | 19                | 6.77      | 3.56       | 4.69E-08   |
| SERPINB2     | 24                | 6.53      | 10.71      | 3.34E-07   |

|              |    |      |        |          |
|--------------|----|------|--------|----------|
| GBP5         | 3  | 6.53 | 5.67   | 2.69E-15 |
| SOD2         | 9  | 6.46 | 10.25  | 6.38E-09 |
| MXRA5        | X  | 6.36 | 6.44   | 2.96E-05 |
| LOC785403    | 8  | 6.11 | 1.83   | 8.27E-06 |
| DRD3         | 1  | 5.85 | 1.81   | 2.69E-15 |
| SDPR         | 2  | 5.76 | 1.15   | 6.49E-07 |
| IL1A         | 11 | 5.71 | 1.06   | 2.00E-07 |
| PION         | 4  | 5.70 | 4.10   | 1.30E-14 |
| PSMB9        | 23 | 5.45 | 1.53   | 1.76E-13 |
| CMPK2        | 11 | 5.36 | 2.39   | 5.91E-08 |
| LOC507055    | 3  | 4.91 | 2.96   | 8.37E-15 |
| TNIP1        | 7  | 4.80 | 107.03 | 9.66E-13 |
| TLR2         | 17 | 4.75 | 2.92   | 1.92E-07 |
| LOC782264    | 12 | 4.25 | 2.69   | 6.87E-07 |
| PDE4B        | 3  | 4.22 | 9.87   | 8.53E-18 |
| IRF1         | 7  | 4.20 | 10.31  | 1.25E-18 |
| MT2A         | 18 | 4.19 | 25.35  | 0.000323 |
| IL1RL1       | 11 | 4.18 | 15.03  | 2.33E-12 |
| CYP7B1       | 14 | 4.18 | 5.27   | 2.19E-09 |
| BIRC3        | 15 | 4.15 | 30.05  | 4.96E-16 |
| LOC100848038 | 7  | 4.14 | 22.49  | 1.76E-21 |
| CD40         | 13 | 4.09 | 22.08  | 9.76E-18 |
| MARCKSL1     | 2  | 4.01 | 9.00   | 2.85E-07 |
| PLA2G4A      | 16 | 3.97 | 42.52  | 2.85E-20 |
| ADORA2B      | 19 | 3.96 | 1.68   | 7.65E-07 |
| TMEM100      | 19 | 3.93 | 1.20   | 2.20E-05 |
| ALDH1A3      | 21 | 3.67 | 72.38  | 3.81E-07 |
| CBLN3        | 10 | 3.62 | 2.72   | 1.98E-11 |
| C2           | 23 | 3.57 | 1.89   | 0.00113  |
| SLC2A1       | 3  | 3.56 | 29.36  | 7.85E-20 |
| CDO1         | 10 | 3.55 | 4.28   | 2.19E-06 |
| CDC42EP2     | 29 | 3.49 | 1.21   | 2.00E-06 |
| RELB         | 18 | 3.47 | 16.08  | 2.53E-11 |
| ESM1         | 20 | 3.46 | 46.30  | 0.0485   |
| NR4A3        | 8  | 3.37 | 9.18   | 4.07E-09 |
| F2R          | 10 | 3.36 | 6.13   | 1.47E-07 |
| PAQR7        | 2  | 3.36 | 1.49   | 0.0259   |
| NFKBIZ       | 1  | 3.23 | 18.36  | 3.60E-13 |
| BDKRB1       | 21 | 3.20 | 4.84   | 0.00152  |
| GFPT2        | 7  | 3.14 | 93.27  | 9.29E-08 |
| CYP3A5       | 25 | 3.11 | 83.33  | 4.85E-08 |
| CTSW         | 29 | 3.03 | 1.43   | 0.0181   |
| BDKRB2       | 21 | 2.93 | 5.40   | 2.25E-08 |
| LOC512486    | 3  | 2.91 | 6.20   | 1.47E-07 |
| GPR77        | 18 | 2.89 | 1.24   | 1.27E-06 |

|              |    |      |        |          |
|--------------|----|------|--------|----------|
| ATP8A2       | 12 | 2.88 | 6.31   | 1.51E-07 |
| WNT5A        | 22 | 2.88 | 16.95  | 8.35E-06 |
| EPSTI1       | 12 | 2.86 | 8.51   | 5.89E-05 |
| TAP1         | 23 | 2.85 | 5.73   | 4.51E-06 |
| NFKB2        | 26 | 2.80 | 67.61  | 1.73E-13 |
| SERPINE2     | 2  | 2.76 | 155.74 | 1.86E-07 |
| FAM65C       | 13 | 2.75 | 1.69   | 0.0188   |
| SLFN11       | 19 | 2.74 | 10.48  | 4.74E-09 |
| AVIL         | 5  | 2.72 | 3.18   | 2.14E-05 |
| NR4A2        | 2  | 2.72 | 21.97  | 1.76E-13 |
| CTSC         | 29 | 2.72 | 61.04  | 6.99E-17 |
| FILIP1       | 9  | 2.63 | 6.30   | 3.12E-06 |
| ZC3H12A      | 3  | 2.62 | 10.36  | 2.10E-07 |
| CILP2        | 7  | 2.62 | 1.95   | 2.16E-06 |
| ERAP2        | 7  | 2.62 | 10.03  | 7.35E-07 |
| PLAUR        | 18 | 2.60 | 114.65 | 2.59E-14 |
| MIR147       | 10 | 2.58 | 1.37   | 0.000422 |
| PDXK         | 1  | 2.57 | 21.08  | 3.28E-08 |
| GPRC5A       | 5  | 2.57 | 1.48   | 0.00308  |
| XDH          | 11 | 2.57 | 270.51 | 1.39E-10 |
| LOC100847310 | 18 | 2.55 | 122.93 | 1.77E-13 |
| PCDH11Y      | X  | 2.55 | 40.90  | 0.0193   |
| PSMB8        | 23 | 2.53 | 5.23   | 1.02E-07 |
| IL15RA       | 13 | 2.53 | 17.05  | 4.13E-15 |
| AXIN2        | 19 | 2.52 | 6.36   | 2.07E-05 |
| TGFBI        | 7  | 2.52 | 16.49  | 0.00795  |
| TMEM158      | 22 | 2.50 | 14.67  | 0.0109   |
| BNC2         | 8  | 2.48 | 7.78   | 0.0292   |
| CPM          | 5  | 2.46 | 18.20  | 0.0255   |
| C10H15orf48  | 10 | 2.46 | 7.13   | 0.000559 |
| CA2          | 14 | 2.43 | 54.79  | 1.85E-09 |
| MYO5C        | 10 | 2.42 | 4.11   | 0.00294  |
| RASSF4       | 28 | 2.41 | 6.80   | 0.0332   |
| SIPA1L2      | 28 | 2.40 | 10.42  | 1.02E-07 |
| ADPRHL1      | 12 | 2.40 | 1.69   | 0.00252  |
| SV2C         | 10 | 2.40 | 2.72   | 4.38E-05 |
| LOC100196897 | 14 | 2.38 | 4.83   | 0.000254 |
| ITGA2        | 20 | 2.38 | 2.12   | 0.0110   |
| IER3         | 23 | 2.36 | 40.46  | 1.26E-11 |
| CASP4        | 15 | 2.36 | 36.42  | 1.35E-10 |
| IFI16        | 3  | 2.35 | 19.78  | 5.82E-18 |
| PDE3A        | 5  | 2.31 | 20.27  | 3.40E-16 |
| VAMP1        | 5  | 2.31 | 3.40   | 3.58E-05 |
| LOC100849043 | 20 | 2.31 | 2.41   | 0.00537  |
| PARP9        | 1  | 2.30 | 10.48  | 7.85E-06 |

|              |    |       |        |          |
|--------------|----|-------|--------|----------|
| SPATA13      | 12 | 2.30  | 2.64   | 0.00322  |
| RGS16        | 16 | 2.28  | 3.91   | 0.00373  |
| GPC6         | 12 | 2.28  | 16.95  | 7.81E-05 |
| NFKB1        | 6  | 2.27  | 23.53  | 3.71E-10 |
| CCDC19       | 3  | 2.27  | 1.73   | 0.0131   |
| RGS17        | 9  | 2.27  | 7.65   | 0.000447 |
| YOD1         | 16 | 2.24  | 2.66   | 3.11E-05 |
| SPP1         | 6  | 2.24  | 37.30  | 0.0112   |
| LOC533821    | 27 | 2.24  | 2.90   | 0.00669  |
| ARNTL        | 15 | 2.23  | 25.08  | 8.88E-21 |
| VEGFC        | 27 | 2.22  | 49.77  | 6.24E-11 |
| DDX58        | 8  | 2.21  | 10.92  | 0.00132  |
| CEBPD        | 14 | 2.21  | 22.75  | 0.000196 |
| PID1         | 2  | 2.21  | 26.75  | 2.45E-08 |
| RNF125       | 24 | 2.21  | 3.86   | 0.000340 |
| IFNAR2       | 1  | 2.17  | 19.70  | 2.86E-07 |
| MAFF         | 5  | 2.17  | 9.15   | 4.06E-06 |
| ANGPTL4      | 7  | 2.16  | 28.45  | 0.00153  |
| NR4A1        | 5  | 2.15  | 23.67  | 0.00106  |
| IFIT3        | 26 | 2.15  | 3.83   | 0.00680  |
| CLMP         | 15 | 2.14  | 45.96  | 8.33E-13 |
| RHOJ         | 10 | 2.13  | 12.59  | 0.0158   |
| LOC100848842 | 19 | 2.13  | 2.89   | 0.00110  |
| ICAM1        | 7  | 2.13  | 6.07   | 0.0484   |
| SYNJ2        | 9  | 2.12  | 9.23   | 3.86E-06 |
| RNF213       | 19 | 2.11  | 75.71  | 0.00194  |
| CHST11       | 5  | 2.09  | 5.25   | 1.25E-06 |
| PHLDA1       | 5  | 2.07  | 7.27   | 7.09E-06 |
| MAMDC2       | 8  | 2.07  | 3.53   | 0.00122  |
| ECE1         | 2  | 2.06  | 44.17  | 0.000755 |
| LOC540363    | 17 | 2.06  | 1.30   | 0.0134   |
| FGF7         | 10 | 2.04  | 57.54  | 6.52E-08 |
| SOCS2        | 5  | 2.04  | 4.82   | 0.00581  |
| RSPO3        | 9  | 2.02  | 16.03  | 0.000294 |
| GLDC         | 8  | 2.02  | 19.84  | 1.67E-09 |
| LOC100335751 | 6  | 2.02  | 3.88   | 4.78E-05 |
| HIF1A        | 10 | 2.01  | 139.99 | 1.69E-06 |
| IL18R1       | 11 | 2.01  | 19.56  | 7.79E-09 |
| PSD2         | 7  | -2.00 | 2.22   | 0.00591  |
| RPS6KA1      | 2  | -2.01 | 2.29   | 0.0417   |
| FNDC4        | 11 | -2.02 | 5.26   | 0.0145   |
| TOX          | 14 | -2.02 | 1.85   | 0.00631  |
| LIMS2        | 2  | -2.03 | 10.38  | 0.0360   |
| FBXO10       | 8  | -2.04 | 1.16   | 0.000417 |
| SPNS2        | 19 | -2.06 | 3.66   | 0.00213  |

|              |    |       |          |          |
|--------------|----|-------|----------|----------|
| MAPK11       | 5  | -2.06 | 4.47     | 3.06E-05 |
| ADAM33       | 13 | -2.07 | 238.50   | 1.27E-18 |
| JUP          | 19 | -2.07 | 34.24    | 3.33E-06 |
| CBFA2T3      | 18 | -2.07 | 11.83    | 0.00344  |
| LZTS1        | 8  | -2.07 | 4.84     | 3.17E-06 |
| KLHL13       | X  | -2.07 | 4.97     | 0.00103  |
| NHS          | X  | -2.08 | 5.31     | 0.000161 |
| TRAF5        | 16 | -2.08 | 12.58    | 2.69E-05 |
| FOS          | 10 | -2.08 | 21.75    | 3.97E-05 |
| RAB3IL1      | 29 | -2.10 | 5.53     | 8.74E-06 |
| FAM13C       | 28 | -2.13 | 19.35    | 0.0299   |
| SARDH        | 11 | -2.14 | 4.86     | 4.37E-06 |
| DACT1        | 10 | -2.15 | 13.86    | 0.00993  |
| FGD4         | 5  | -2.15 | 6.58     | 7.58E-07 |
| LAMB3        | 16 | -2.18 | 3.32     | 0.0101   |
| AQP11        | 29 | -2.18 | 1.78     | 0.0394   |
| PPL          | 25 | -2.18 | 16.39    | 0.0181   |
| ZBTB7C       | 24 | -2.20 | 2.12     | 0.0236   |
| SHANK1       | 18 | -2.21 | 4.82     | 0.000460 |
| LOC540312    | X  | -2.22 | 2.28     | 0.000196 |
| MGC148692    | 6  | -2.23 | 1.59     | 0.0257   |
| C3H1orf183   | 3  | -2.24 | 2.27     | 0.000232 |
| LAMA5        | 13 | -2.30 | 20.39    | 3.84E-05 |
| STARD10      | 15 | -2.31 | 2.26     | 7.22E-06 |
| TYRO3        | 10 | -2.33 | 27.95    | 2.27E-20 |
| CHD5         | 16 | -2.36 | 2.66     | 0.000115 |
| GFRA4        | 13 | -2.38 | 9.13     | 6.45E-11 |
| LOC100848739 | 14 | -2.39 | 5.15     | 0.000352 |
| PDK4         | 4  | -2.43 | 1.34     | 0.0397   |
| KIF5A        | 5  | -2.46 | 2.19     | 1.81E-06 |
| LOC100847582 | 19 | -2.49 | 19374.58 | 0.00234  |
| COL1A1       | 19 | -2.56 | 14563.18 | 0.00215  |
| AMIGO2       | 5  | -2.58 | 36.80    | 5.77E-12 |
| FGFR3        | 6  | -2.60 | 2.81     | 0.00210  |
| SP7          | 5  | -2.62 | 3.17     | 0.00104  |
| CDH6         | 20 | -2.62 | 1.03     | 2.82E-07 |
| AHNAK2       | 21 | -2.62 | 24.84    | 8.91E-10 |
| C19H17orf109 | 19 | -2.65 | 1.01     | 1.09E-06 |
| DBP          | 18 | -2.77 | 3.44     | 8.14E-09 |
| SEMA5B       | 1  | -2.84 | 35.83    | 0.00711  |
| LMCD1        | 22 | -3.02 | 36.02    | 1.07E-15 |
| SESN3        | 15 | -3.02 | 10.44    | 1.89E-12 |
| PAK1         | 29 | -3.05 | 37.77    | 9.97E-26 |
| TCEA3        | 2  | -3.14 | 1.44     | 3.91E-07 |
| PTCHD1       | X  | -3.32 | 1.15     | 1.77E-06 |

|       |    |       |       |          |
|-------|----|-------|-------|----------|
| RSPO2 | 14 | -3.56 | 1.12  | 0.000337 |
| EGR1  | 7  | -3.66 | 20.44 | 2.18E-07 |
| HDAC9 | 4  | -3.68 | 10.22 | 3.61E-07 |
| PAK6  | 10 | -4.62 | 1.07  | 2.15E-05 |

# Supplementary material for: Differential responsiveness of Holstein and Angus dermal fibroblasts to LPS challenge occurs without major differences in the methylome
**Source:** BMC Genomics. 2016 Mar 24;17:258. doi: 10.1186/s12864-016-2565-x
**Supplement:** Additional file 3: — Differentially expressed genes (FDR < 0.05; CPM > 1; 2 ≤ FC ≤ -2) between Holstein and Angus fibroblast cultures exposed to 100ng/ml LPS for 0, 2, and 8 h. A positive fold change indicates higher expression in Holstein cultures. CPM = counts per million. FDR = false discovery rate.

**Hour 2**

#### Hour 8

How the deposited data were processed for this re-analysis (not part of the article)

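MIRA-Seq libraries of un-treated dermal fibroblast cultures from 4 Holstein and 4 Angus heifers were analysed, 1 library per animal at passage 5. Breed and animal number were taken from the sample labels and set beside the paper's description of the cultures, and all 8 libraries could be assigned. The RNA-Seq libraries were not analysed here.

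The authors removed low-quality reads, aligned the rest to UMD v3.1 with NextGENe and counted reads, as raw counts without normalization, in consecutive 3Kb windows. The deposited files also give the lowest, highest and mean coverage of each window, as a signal that the authors did not scale for depth and that is capped at a largest value. The handling of duplicate reads and of reads that match several places is not described in the paper's text, and reads in repeats depend on it. The counts were used for every test, and the coverage only to look for stacked reads. Pull-down counts depend on CpG density, on the efficiency of the pull-down and on the copy number of the DNA; no input library was used here, so these were not separated from the methylation level.

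The total per library over the 902984 windows lay between 18691111 and 35525554 reads, with a mean of 26338814, and was used as the library size. At this depth 3 reads in a window correspond to 0.0844 to 0.161 CPM.

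Differential methylation was tested in R 4.3.3 with edgeR 4.0.16: TMM normalization, estimateDisp, a generalized linear model likelihood-ratio test of Holstein against Angus, and Benjamini-Hochberg adjustment. Windows had a CPM of at least 1 in at least 4 samples, and a DMR had FDR < 0.1 and FC ≥ 2. The standard error of a log2 fold change is its size divided by the root of the chi-square value with the same p. The test followed the paper's methods; edgeR's quasi-likelihood test, which allows for the uncertainty of each window's dispersion, is given beside it. The windows named in the text were chosen by a rule: every gene the paper names for a DMR (ADAMTS5, NTRK2 and ASIP), the 49 regions of Table 3 as a group, and in each direction the 3 DMRs with the largest fold change among those in which the breeds separated completely. Because ADAMTS5, NTRK2 and ASIP did not pass the CPM filter, the values of named windows come from a fit with the 49 regions added to the windows that passed.

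The procedure was tested on simulated counts drawn from the means and library sizes of the 115360 windows with a dispersion of 0.12, with 200 windows changed by fold changes of 2, 3, 4 or 8 in 50 windows each. The likelihood-ratio test recovered 127 of the 200 (63.5%), namely 3, 31, 43 and 50 of the 50 windows at the 4 fold changes, and 9.29% of its calls were false. The quasi-likelihood test recovered 123, with 7.52% of its calls false, and DESeq2 recovered 130, with 21.7% false. All simulated windows had the same dispersion. In the data the common dispersion was 0.0360, and some windows on unplaced scaffolds spread widely within a breed. The simulated rates are therefore not estimates for the data, least of all for unplaced scaffolds.

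Region classes were formed from the gene names of the windows, because no gene coordinates for this genome build were used here. The first window of a gene, by its strand, stood for the promoter, which the paper defines as 2500 bp upstream to 500 bp downstream of the transcription start site; windows with a gene name formed gene bodies, and stretches of windows without one formed intergenic regions. Windows that span the ends of 2 scaffolds were left out of this step. RPKM was computed from the counts per window length and per library size over windows, and averaged over features. Classes were compared within samples by exact sign-flip permutation tests and breeds by exact permutation tests, with Benjamini-Hochberg adjustment over 3 comparisons. These steps, the correlations and the overlaps were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

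The alternatives were the quasi-likelihood test, DESeq2 1.42.0, total counts only, DESeq2's size factors, loess offsets with limma 3.58.1, no CPM filter, a CPM of at least 1 in all 8 samples, other dispersion estimates, FDR < 0.05, no fold change minimum, the animal number as a block, and leaving out each sample in turn. For region classes they were total reads over total length, TMM library sizes and autosomes only. For correlations they were a prior count of 0.5, all windows with reads, Spearman's correlation and autosomes only.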

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

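The tests of 1 group of repeats, stacked reads and pull-down efficiency were set out once the number of DMRs on unplaced scaffolds was known but before their own results were seen; the readings of the repeat test and of the pull-down test were changed after their results were seen, as stated there.

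Angus 4 held 18691111 reads in windows, far below the other 3 Angus samples, which held between 28648069 and 29776884. Its library was also the smallest before alignment, with 32778949 reads in total, and 58.3% of its matched reads fell in windows. The low count therefore follows the sequencing depth. Without Angus 4, 259 DMRs were found in place of 267. The other unusual sample was Angus 3, with 26.1% of its reads on unplaced scaffolds, against 14.1 to 16.1% in the other Angus samples. It also had the lowest TMM factor (0.677) and the largest share of reads in the top 1% of windows (72.4%). Without Angus 3, 211 DMRs were found. Among 42 groups of 4 samples examined for such distant values, 2 were found, against 2.1 expected by chance. No biological explanation was tested for either sample.

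Unplaced scaffolds held 157 DMRs that are not in Table 3, 151 of them higher in Angus. They make up 157 of the 267 DMRs, while 1791 of the 115360 tested windows were unplaced. The breeds separated completely in 67 of the 157. Reads in the 151 windows made up 2.29, 1.01, 2.48 and 1.85% of all window reads in Angus 1 to 4 and 0.594, 0.311, 0.322 and 0.234% in Holstein 1 to 4. Technical explanations were examined in turn. If the windows belonged to 1 group of repeats that rises and falls together, the first principal component would take a large share of the variance left after removing the breed means. It took 46.1%, lower than in all 1000 random lists of unplaced windows of similar abundance (percentile 0, median 55.0%). Windows picked for a breed difference have little spread within breeds, which pushes this share down in advance, so after the result was seen the test was read as unable to decide, and the windows cannot be told apart from such a group of repeats. If reads were stacked at single positions, the largest coverage over the read count would be high; it lay at percentile 81.1 of the random lists, below the 95 set as the limit. If samples differed in pull-down efficiency, adjusting for the share of reads in the top 1% of windows would remove the difference; 132 of the 151 windows kept FDR < 0.1 and FC ≥ 2. The share overlaps between the breeds (46.8 to 69.0% in Holstein and 51.8 to 72.4% in Angus), and the covariate hardly moved the largest fold changes, from -4.97 to -4.92 on the log2 scale in the first window. Holstein 1 and Holstein 3 had shares of 69.0 and 54.3%, above the 51.8% of Angus 1. They still held a smaller part of their reads in the 151 windows (0.594 and 0.322%, against 2.29%). Holstein 2 and Holstein 4 lay below all Angus samples in share (46.8 and 48.5%). In each breed, the sample with the highest share also held the largest part. After the result was seen, the reading was narrowed to efficiency as measured by this share. The 151 windows were picked for a breed difference, and the share overlaps between the breeds. Keeping most of them was therefore largely set in advance, and about efficiency itself the test cannot decide. It shows only that this share, as a covariate, did not account for the difference in the 132 windows. An efficiency difference that the share does not capture stays open. Finally, as given under the other observations, 4 of the 35 splits of the samples gave as many DMRs as the breeds. The 3 other splits exchange Holstein 1 with 1 Angus sample and still set 3 Holstein against 3 Angus samples, so they are not free of a breed difference, and the count of splits leaves open how many DMRs other differences between samples give. Reads shared between near-identical copies, copy number differences between the breeds and GC content were not tested. A breed difference in methylation or copy number of repeats could remain, as a hypothesis; with the unplaced scaffolds left out, 99 windows were still higher in Angus and 54 in Holstein.

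On placed chromosomes, 79 DMRs lay outside Table 3, 26 higher in Holstein and 53 higher in Angus. Of these, 35 carried a gene name, 39 separated the breeds completely, 42 were also called by edgeR's quasi-likelihood test, and 29 met both conditions. Among the 29 were the first window of LHX2 on chromosome 11 from 95126785 to 95129784 (1.40 ± 0.585 CPM in Holstein and 3.40 ± 0.912 CPM in Angus, SD, n = 4 each), and the second of the 2 windows of HIC1 on chromosome 19 from 23658275 to 23661274 (1.60 ± 0.883 and 4.29 ± 0.846 CPM). Their log2 fold changes were -1.27 (SE 0.23) and -1.38 (SE 0.23). These examples were picked from the list after it was seen. The HIC1 window directly adjoins the region of Table 3 in the same gene, from 23655275 to 23658274. A DMR on chromosome 25 from 27269601 to 27272600 also adjoins a region of Table 3. The 79 windows are therefore not all separate from the regions the paper reports. Because 4 of the 35 splits gave as many DMRs when only placed chromosomes were tested, the number of such windows is not shown to exceed what other groupings of these samples give. Of the 3 other splits, 2 hold 2 samples of each breed in each group, with 354 and 212 DMRs. No biological explanation was tested for single windows.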

How the results depend on the processing

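The choices behind the values at the claims and the alternatives named in the processing summary were made before the data were examined, except that the first window of a gene as its promoter and the assignment of whole windows to region classes were adopted later, in place of gene coordinates, so all region class values rest on these later choices. The fits without unplaced scaffolds, with library sizes summed over tested windows, with the top 1% read share as a covariate and with the Table 3 regions added, and the median over windows, the gene body without its first window and the upstream promoter window, were chosen after seeing the data. For each change below the cause was not tested, unless stated.

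The 3 counts of DMRs, in total, higher in Holstein and higher in Angus, were 267, 45 and 222. They were 141, 27 and 114 with edgeR's quasi-likelihood test, 142, 26 and 116 with DESeq2's Wald test, 153, 32 and 121 with the estimateGLM dispersions, 905, 236 and 669 without the CPM filter, 163, 11 and 152 with a CPM of at least 1 in all 8 samples, 425, 124 and 301 with no fold change minimum, and 392, 83 and 309 with total counts only. Within 1.5 times of all 3 counts lay FDR < 0.05 (226, 40, 186), DESeq2's size factors (265, 45, 220), loess offsets (339, 40, 299), library sizes over tested windows (271, 45, 226), and the covariate (373, 61, 312). Without unplaced scaffolds the counts were 153, 54 and 99, and with the quasi-likelihood test in addition 95, 32 and 63. Across the 8 fits that each left out 1 sample, they ranged from 145 to 564, from 29 to 66 and from 107 to 531. DMRs higher in Angus outnumbered those higher in Holstein in each of these fits over all tested windows. On placed chromosomes alone the order reversed with total counts only, with 73 higher in Holstein and 64 in Angus, and without Angus 1 the numbers were 56 and 58.

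The replicate block gave 346, 54 and 292 DMRs and 31 regions of Table 3. The pairing by animal number had no support in the values, with a mean correlation of -0.017 for same-numbered samples against 0.0085 for others.

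Of the regions of Table 3, 31 were called, and 6 with a CPM of at least 1 in all 8 samples, where 6 were tested. Of the 31 tested, DESeq2's Wald test called 24 and total counts only called 29. With the 49 regions added, 48 were called, and 42, 37 and 41 by the quasi-likelihood test, by DESeq2 and with total counts only. Without the CPM filter, 44 of the 49 were called. Leaving out single samples gave from 21 to 25 of the 22 to 25 regions that passed the filter, and from 42 to 49 with the 49 regions added. DMRs in named genes numbered 19 higher in Holstein and 35 higher in Angus. They were 70 and 81 with no fold change minimum, 11 and 19 with DESeq2's Wald test, 84 and 145 without the CPM filter, 4 and 14 with a CPM of at least 1 in all samples, and 40 and 26 with total counts only. Across the fits that each left out 1 sample, they ranged from 12 to 38 and from 22 to 46.

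The log2 fold changes of the named windows kept their direction in every fit, from -1.83 to -1.38 for ADAMTS5, from -2.31 to -1.82 for NTRK2 and from -1.36 to -1.14 for ASIP. ASIP missed FDR < 0.1 with total counts only (-1.14, FDR 0.157 in edgeR), and the Holstein window on chromosome 5 missed it with DESeq2 (1.71, FDR 0.461). The other 7 named windows stayed past FDR < 0.1 and FC ≥ 2 in each fit that held them; the 3 Angus windows on unplaced scaffolds were not in the fits without these scaffolds.

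The order of the region classes also changed between settings. The difference of intergenic regions from gene bodies (0.0818) passed the threshold as 0.0601 with total reads over total length, and it reversed to -0.0573 on autosomes, to -0.0671 without unplaced scaffolds and to -0.0308 with medians over windows. It ranged from 0.0575 to 0.0995 when single samples were left out, and passed the threshold in 2 of these 8 fits, without Holstein 3 (0.0960) and without Holstein 4 (0.0995; exact sign-flip test, adjusted p = 0.0469 in both). Intergenic regions exceeded promoters by 0.135 in all windows and by 0.00420 on autosomes, and lay below them without unplaced scaffolds (-0.0142) and by medians (-0.0494). Gene bodies exceeded promoters by 0.0530, and lay below them by total reads over total length (-0.00779) and by medians (-0.0186). The reversal without unplaced scaffolds shows that the excess of the intergenic mean over gene bodies rests on windows there.

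Breed differences by region class passed the threshold in no setting, which shows no stability: a class that differs alone can reach an adjusted p of 0.0857 at best with 4 samples against 4 in an exact test, and the intergenic difference was at this limit. The promoter and gene body differences changed sign with TMM library sizes (-0.00115 and -0.00277); the intergenic difference was then -0.145, and the breeds no longer separated completely. The intergenic difference, -0.0953, became 0.00551 with total reads over total length, 0.0216 on autosomes, 0.0207 without unplaced scaffolds and 0.00974 with medians. The separation of the breeds in the correlations stayed above 0 and past no threshold, between 0.00126 and 0.00627 when single samples were left out, and was 0.000220 over all windows with reads. Assigning whole windows to classes by their midpoint was not run, because it needs gene coordinates that were not used here.

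The regions of Table 3 include 18 that reached a CPM of 1 in 2 to 3 samples; without unplaced scaffolds, 40 of the 49 passed the filter in place of 31. How far sequencing depth limits these regions was not tested.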

Differences from the paper's values

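With the paper's test and thresholds, 267 DMRs were found in the deposited counts against the paper's 49. Counted over all tested windows, none of the alternatives set before the data were examined closed the gap. They gave from 141 with edgeR's quasi-likelihood test to 905 without the CPM filter, and the fits that each left out 1 sample gave from 145 to 564. Without unplaced scaffolds the count was 153, and 95 with the quasi-likelihood test in addition, both chosen after seeing the values.

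Of these, 45 were higher in Holstein against the paper's 24. The value came within 1.5 times the paper's with edgeR's quasi-likelihood test (27), DESeq2's Wald test (26), the estimateGLM dispersions (32), and without Holstein 1 (33), Holstein 2 (29) or Holstein 3 (32). With the quasi-likelihood test and without unplaced scaffolds, a setting chosen after seeing the values, it was 32. The other alternatives set before the data were examined did not close the gap. A total of 222 DMRs were higher in Angus against the paper's 25. Over all windows none of those alternatives closed this gap, with values from 107 without Holstein 4 to 669 without the CPM filter. On placed chromosomes 71 were higher in Angus. There, DESeq2's Wald test (34) and a CPM of at least 1 in all 8 samples (20) came within 1.5 times the paper's value. The other alternatives did not.

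DMRs higher in Angus within annotated genes numbered 35 against the paper's 13. DESeq2's Wald test (19) and a CPM of at least 1 in all 8 samples (14) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not.

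Mean RPKM of intergenic regions was 0.422, against about 0.66 in Fig. 4c, read by eye. None of the alternatives set before the data were examined closed the gap, with values from 0.289 on autosomes to 0.435 with TMM library sizes.

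The paper ranks intergenic regions highest in methylation. In the deposited counts gene bodies had the higher mean RPKM in 2 of 8 samples, and on autosomes in 8 of 8 samples. The paper lists RGS9 as the gene of 1 region of Table 3, and the files give that window no gene name. The paper states a CPM threshold for its regions. In the deposited counts 18 of the 49 regions reached a CPM of 1 in fewer than 4 samples when divided by the totals over windows. The paper's table places the region at LOC526789 at or past its FC threshold, and the value here was 1.95.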

Other observations

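The tests of the intergenic mean without unplaced scaffolds and of the share of reads on the Y chromosome were chosen only after the result was seen, as was the split by the share of reads in the top 1% of windows.

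The 8 samples can be split into 4 and 4 in 35 ways, and the comparison was repeated for each. As many DMRs as the 267 between the breeds were found in 4 of the 35 splits, the breeds included. The other 34 splits gave a median of 24 DMRs and between 1 and 384. The larger of the 2 directions held 222 windows between the breeds, and as many or more in 3 of the 35 splits. With unplaced scaffolds left out, 4 of the 35 splits gave as many as the 153 DMRs. Because the samples share animal numbers, the breeds were also compared with the splits that part all 4 same-numbered pairs: 2 of these 8 splits gave as many DMRs, in a comparison too small to reach a share under 0.05. The remaining splits of the 35 keep 1 or more same-numbered pairs together. In the count over all windows, the 3 other splits with as many DMRs all put Holstein 1 with 3 Angus samples, and so still set 3 Holstein against 3 Angus samples; they are not free of a breed difference, and without Holstein 1 the breeds differed in 564 windows. In 1 of them the group is Holstein 1 with Angus 2, 3 and 4, which are the 4 samples with the highest share of reads in the top 1% of windows; it gave 289 DMRs, and 192 on placed chromosomes. This technical measure and the breed cannot be told apart by the number of DMRs. A difference in how strongly the pull-down concentrated reads is a candidate explanation for DMRs in such splits. Between the breeds, 132 of 151 unplaced windows stayed past the thresholds with that share as a covariate. The share as a covariate thus did not account for the difference in those 132. They were picked for a breed difference, so this was largely set in advance, and the explanation stays open.

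The regions of Table 3 were examined for DNA differences that a pull-down without an input library could pick up. If a region lay in a copy number difference longer than a window, its neighbours would change with it. The mean log2 fold change of the 2 neighbouring windows was 0.201 times that of the region in the median, and above 0.5 times in 9 of the 49 regions, with the same direction in 37 of 49. If the DNA were missing from 1 breed, all 4 samples of that breed would hold as few reads as the lowest 5% of windows. This was found in 0 of 49 regions. The limit was only 0 to 2 reads per sample, so a few stray reads would exceed it. In every region, however, at least 1 sample of the lower breed held 16 reads or more. The window in LOC100337044 came closest, with 1, 16, 1 and 1 reads in the Holstein samples. These values go against long copy number differences, and against DNA missing from all 4 animals of a breed, for the regions as a group. DNA missing from some animals of a breed, shorter differences, variants at CpG sites and GC content were not tested. A breed difference in methylation may remain for these regions as a hypothesis, and it cannot be told apart from those explanations.

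It was asked whether genes expressed differently between the breeds change in the opposite direction in methylation. Additional file 3, as read here, lists 577 genes with the paper's RNA-Seq fold changes at hour 0. That is fewer than the paper reports as differentially expressed at this hour, so the list may be incomplete. Of the 577 genes, 494 had a first window with reads in all 8 samples. Across these genes, which are not independent replicates, Spearman's correlation between the paper's expression fold change and the methylation fold change of the first window was -0.0622, and the directions were opposite in 261 of the 494. A correlation as large in size was found in 12 of the 35 splits of the MIRA-Seq samples. These 494 genes give no evidence for this hypothesis at the resolution of 3Kb windows, and genes missing from the list were not tested.

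The excess of the intergenic mean RPKM over gene bodies depended on unplaced scaffolds. With these left out, intergenic regions lay below gene bodies by a difference of -0.0671, in 8 of 8 samples (exact sign-flip test, adjusted p = 0.0117), against 0.0818 over all windows. The weight given to short scaffolds in a mean over features is not the whole reason, because with total reads over total length intergenic regions still exceeded gene bodies by 0.0601, in 8 of 8 samples (exact sign-flip test, adjusted p = 0.0234). The excess may come from windows with repeats or collapsed sequence, which is a hypothesis, since the sequence of these scaffolds was not used here.

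Reads on the Y chromosome made up 0.00175 to 0.00339% of the window reads, with a highest share 1.94 times the lowest. The cultures came from heifers. With no culture of known male sex among the samples, this spread does not decide whether all cultures were of the same sex.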
